# Epigenetic and Transcriptomic Characterization of Pure Adipocyte Fractions From Obese Pigs Identifies Candidate Pathways Controlling Metabolism

**DOI:** 10.3389/fgene.2019.01268

**Published:** 2019-12-17

**Authors:** Mette Juul Jacobsen, Jakob H. Havgaard, Christian Anthon, Caroline M. Junker Mentzel, Susanna Cirera, Poula Maltha Krogh, Sachin Pundhir, Peter Karlskov-Mortensen, Camilla S. Bruun, Philippe Lesnik, Maryse Guerin, Jan Gorodkin, Claus B. Jørgensen, Merete Fredholm, Romain Barrès

**Keywords:** *Sus scrofa*, DNA methylation, obesity, RNAseq, epigenetics, metabolism

## Abstract

Reprogramming of adipocyte function in obesity is implicated in metabolic disorders like type 2 diabetes. Here, we used the pig, an animal model sharing many physiological and pathophysiological similarities with humans, to perform in-depth epigenomic and transcriptomic characterization of pure adipocyte fractions. Using a combined DNA methylation capture sequencing and Reduced Representation bisulfite sequencing (RRBS) strategy in 11 lean and 12 obese pigs, we identified in 3529 differentially methylated regions (DMRs) located at close proximity to-, or within genes in the adipocytes. By sequencing of the transcriptome from the same fraction of isolated adipocytes, we identified 276 differentially expressed transcripts with at least one or more DMR. These transcripts were over-represented in gene pathways related to MAPK, metabolic and insulin signaling. Using a candidate gene approach, we further characterized 13 genes potentially regulated by DNA methylation and identified putative transcription factor binding sites that could be affected by the differential methylation in obesity. Our data constitute a valuable resource for further investigations aiming to delineate the epigenetic etiology of metabolic disorders.

## Introduction

Obesity is a severe global health concern associated to several metabolic diseases, such as insulin resistance, type 2 diabetes, cardiovascular diseases, and several forms of cancer (Davoodi et al., 2013; Pedersen, 2013). Obesity is defined as a complex disease, and is associated with profound alterations in gene expression, which are caused by both genetic and environmental factors. In humans, genetic factors determine approximately 40% to 70% of the phenotypic variation in obesity (Albuquerque et al., 2015); however, so far, only a small fraction of this variation has been explained by loci identified by genome wide association studies (GWAS). Epigenetic modifications such as DNA methylation and histone modifications have an important influence on gene regulation and have therefore been acknowledged as additional contributing factors in the development of obesity (Campión et al., 2009; Ronn et al., 2015). Hence, genetic variations and DNA methylation may synergistically influence gene regulation and contribute to diseases like obesity and its co-morbidities (Drong et al., 2013; Grundberg et al., 2013; de Toro-Martín et al., 2016; Guénard et al., 2017).

The adipose tissue itself plays an essential role in the development of obesity, not only for the obvious contribution to energy metabolism, but also in the regulation of tissue inflammation and appetite control through the production and secretion of hormones, cytokines, and chemokines (Reilly and Saltiel, 2017). Gene expression in adipose tissue changes significantly in the obese state, due to adipocytes expansion and increased exposure of circulating insulin levels (Ahima and Flier, 2000; Reilly and Saltiel, 2017). These signaling molecules activate different cell surface receptors and drive signaling through the PI3K, MAPK, and JAK/STAT pathways, which are fundamental for cell migration, survival, proliferation, and apoptosis. Thus, long term disturbance of these pathways has considerable consequences for the cells, notably on pathways disrupted in cancer, which may explain why obesity is linked to an increased risk of developing cancer (Hopkins et al., 2016).

However, since adipose tissue is a mixture of several different cell types, including mature adipocytes, preadipocytes, endothelial, and immune cells, it is still unclear how each of the individual cell types contributes to the dysregulation of the pathways associated with obesity. Likewise, the epigenetic profile can also differ substantially between various cell types. Hence profiling DNA methylation in the entire tissue would reflect the overall tissue methylation pattern rather than true differences in methylation in the individual cell types, and due to the large differences in cell composition between lean and obese conditions, it would mask the true cell specific differential methylation.

Therefore, we have made a cell-type specific genome-wide study of mature adipocytes isolated from abdominal fat tissue from obese and lean pigs to explore to which degree the adipocyte expression pattern is perturbed between lean and obese individuals. Differences in methylation pattern were merged with the gene expression level in the very same samples. We show that a large number of genes and pathways are deregulated when comparing expression in adipocytes from lean and obese pigs, respectively. We propose DNA methylation remodeling is a potential factor contributing to gene reprogramming and disease predisposition.

## Materials and Methods

### Animals and Collection of Cells

24 Duroc-Göttingen minipig inter-cross F2 animals were selected from the UNIK resource population (Kogelman et al., 2012) to represent the two extremes of the lean and obese phenotypes, respectively. There were 8 boars and 4 sows in each group, however one lean female was excluded in the upstream data analysis due to incorrect phenotyping, leaving 12 obese and 11 lean animals for the analysis (**Table 1**, **Figure 1**). The UNIK resource population is a large F2 comprising a total of 502 F2 pigs. It has been generated by crossing the obesity prone Göttingen minipig with lean production pigs (Yorkshire and Duroc) in the parent generation and by intercrossing the F1 animals. All pigs were housed in the same environment and had free access to food and water during their whole lifespan.

**Table 1:** Anthropometric and metabolic characteristic of the animals.

All animals:	Lean (n = 11)	Obese (n = 12)	P value
Age (*months*)	9.88 ± 1.6	9.26 ± 0.6	P = 0.22
Length (*cm*)	87.3 ± 4.5	89.3 ± 8.1	P = 0.48
Weight (*kg*)	84.9 ± 11.7	121 ± 20.7	P = 4.0E−5
BMI	111 ± 12.6	152 ± 10.7	P = 3.6E−6
Abdomen (*cm*)	110 ± 5.8	136 ± 7.5	P = 3.5E−9
Retroperitoneal fat (*g*)	1055 ± 520	3900 ± 1366	P = 2.0E−6
Mesenteric fat (*g*)	12.4 ± 4.3	25.8 ± 8.0	P = 6.5E−5
Omental fat (*g*)	268 ± 139	653 ± 321	P = 1.5E−3
Total Cholesterol (*mg/dl*)	82.6 ± 22.3	104 ± 22.2	P = 0.04
Triglycerides (*mg/dl*)	38.3 ± 8.9	65.7 ± 34.2	P = 0.02
HDL-C (*mg/dl*)	50.0 ± 12.2	55.5 ± 12.0	P = 0.30
LDL-C (*mg/dl*)	24.9 ± 12.6	35.3 ± 12.4	P = 0.06
**RNAseq males**	**Lean (n = 5)**	**Obese (n = 5)**	**P value**
Age month (*months*)	10.48 ± 2.0	9.61 ± 0.50	P = 0.23
Length (*cm*)	85.3 ± 5,2	89.2 ± 5.5	P = 0.30
Weight (*kg*)	77.7 ± 9.9	121.9 ± 11.9	P = 2.1E−4
BMI	106 ± 6.9	153 ± 6.7	P = 4.7E−6
Abdomen (*cm*)	105 ± 4.0	136 ± 6.6	P = 1.6E−5
Retroperitoneal fat (*g*)	718 ± 318	2977 ± 1419	P = 8.4E−3
Mesenteric fat (*g*)	9.5 ± 4.2	22.9 ± 8.3	P = 1.2E−2
Omental fat (*g*)	187 ± 82	585 ± 311	P = 2.4E−2
Total Cholesterol (*mg/dl*)	82.0 ± 19.8	104 ± 18.1	P = 0.10
Triglycerides (*mg/dl*)	32.8 ± 7.6	80.6 ± 38.3	P = 2.6E−2
HDL-C (*mg/dl*)	54.0 ± 13.6	53.6 ± 6.9	P = 0.95
LDL-C (*mg/dl*)	21.4 ± 8.4	34.3 ± 14.0	P = 0.12

The animals were weighted and measured before slaughter, and after slaughter the weight of the visceral fat pads were measured. Triglycerides, total cholesterol, high-density lipoprotein (HDL-C), and low-density lipoprotein (LDL-C) were measured from plasma collected after an overnight fast. Data are mean ± SD. The P-values were calculated as independent t-test.

**Figure 1:**
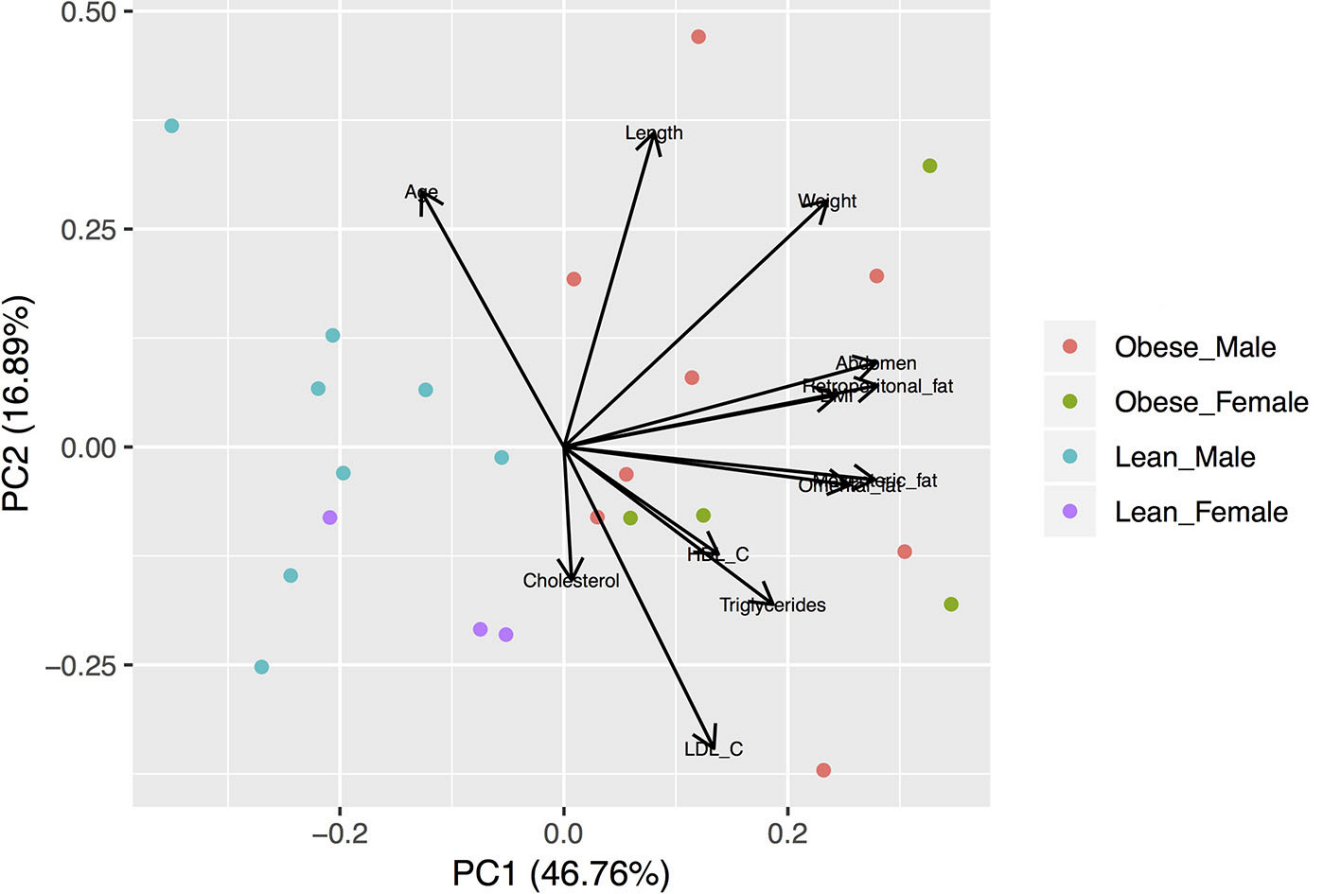
Biplot of the Principal Component Analysis (PCA) of the anthropometric and metabolic characteristics of studied animals. The variables were scaled prior to the analysis. Lean animals are separated from obese animals according to the first component.

Slaughtering took place at a commercial slaughterhouse at the ages between 8 and 13 months at which point weight, length, and abdominal circumference were measured. The animals were euthanized by bleeding after electrical stunning, and the following visceral fat samples were collected and weighed: retroperitoneal fat, mesenteric fat, and greater omentum. The latter was measured from an 8-cm diameter large section of the omentum in the triangle between ileum and cecum. All research involving both animal and tissue sampling were conducted according to the Danish “Animal Maintenance Act” (Act 432 dated 09/06/2004) and with the approval from the Danish Animal Experimental Board (J.nr 2007/561-1434).

### Plasma Lipids

Plasma lipid profile was established using an Autoanalyzer (Konelab 20, Thermo Fisher Scientific, Waltham, MA, USA) and commercial kits from Roche Diagnostics for total cholesterol (Roche Diagnostics, Basel, Switzerland) and from Thermo Electron (Thermo Fisher Scientific) for triglycerides (TG) and HDL-cholesterol (HDL-C). Fasting plasma LDL-C was calculated using the Friedewald formula (Friedewald et al., 1972).

### Cell Isolation

Mature adipocytes were isolated from approx. 15 g of the retroperitoneal adipose tissue as described in (Decaunes et al., 2011) with a few adjustments. Briefly, the adipose tissue was quickly removed from the animal during slaughter and rinsed in 37°C PBS (1% penicillin, 1% streptomycin, 1% BSA). The tissue was then roughly minced, and placed in 50 ml falcon tubes, and 20 ml of pre-warmed (37°C) 0.2% collagenase solution (HBSS, 1% BSA) was added. Samples were incubated under shaking for approximately 90 min in a 37°C water bath. The digested adipose tissue was filtered through a 200-µm sterile nylon filter, and washed with DMEM (10% FBS, 4.5 g/L glucose), and the mature adipocytes were allowed to float. These were washed gently three times with DMEM (10% FBS, 4.5 g/L glucose) and allowed time to float to the top after each wash. Adipocyte pellets were hereafter preserved in −80°C until the RNA and DNA extraction. A representable example of the isolated adipocytes is shown in **Supplementary Figure S1**.

### RNA and DNA Extraction

For the global DNA methylation studies, DNA was extracted from the mature adipocytes using the Epicenter kit (Illumina) according to the manufacture's recommendations, except for adding an additional centrifugation step at 4°C after nuclei lysis to remove the released lipids. For the global transcriptome analysis and subsequent quantitative real-time PCR (qPCR) validation, total RNA was isolated from the mature adipocytes according to the protocol described in (Cirera, 2013) including the DNAse treatment step. Nucleic acid concentrations and purity were estimated using the NanoDrop 1000 spectrophotometer (Thermo Scientific) and the RNA quality was further determined using the Experion™ system (Bio-Rad). Only RNA samples with an RQI value above 6 were processed further.

### DNA Methylation Immunoprecipitation Sequencing (mDNAcap)

1.1 µg DNA from each animal was fractionated in a Bioruptor sonicator (Diagenode) into 100- to 500-bp fragments. Methylated DNA fragments were hereafter enriched using the MethylMiner Methylated DNA Enrichment Kit (Invitrogen) according to the protocol. DNA libraries were generated according to the Low Input TruSeq Library Preparation protocol (Illumina) and subjected to single-end (SE) sequencing using Illumina HiSeq2000 and a 100-bp read length. The raw reads were trimmed for quality and adapters using trimmomatic V0.22 (Bolger et al., 2014) (quality trimming by phred quality of 20) The cleaned reads were mapped to the pig genome version 10.2 using segemehl V0.1.4 (Hoffmann et al., 2009) and the following parameters: accuracy 95%, and minimum mapping size 18. The mapped reads were analyzed with diffReps V1.55.4 using the G-test and default values for all remaining parameters (Shen et al., 2013).

### Reduced Representation Bisulfite Sequencing (RRBS)

200-ng genomic DNA from each of the 23 samples was digested with MspI (NEB) and used for gel-free multiplexed reduced representation bisulfite sequencing (mRRBS) as described in (Boyle et al., 2012) with a few modifications. Briefly, the digested products were subjected to end-repair and A-tailing, and adapter–ligated using TruSeq preparations kit (Illumina). Libraries were then pooled and bisulfite treated using EZ DNA methylation Kit for 20 hours (Zymo Research). The converted DNA was amplified using Pfu Turbo Cx (Agilent), purified using a 1× volume of AMPure XP (Beckman Coulter) and subjected to SE sequencing using a HiSeq2000 (Illumina). The raw reads were cleaned for quality and adapters using and in-house tools removing TrueSeq adapters and clipping read tails of phred quality less than 20. The reads were mapped to the pig genome version 10.2 using bismark v 0.10 (Krueger and Andrews, 2011) with standard parameters except using bowtie 2 v2.1.0 for the mapping option of bismark (Langmead and Salzberg, 2012). A minimum of 5 reads were required before calling methylation levels. Mapped reads were analyzed using Metilene v 0.2-7 requiring at least five pigs in both the obese and lean groups (–X 5 –Y 5) (Jühling et al., 2016).

### RNA Sequencing

RNAseq libraries from 10 of the samples (only males, 5 lean and 5 obese) were prepared using the TruSeq stranded total RNA kit including Ribo-Zero Gold (Illumina). Each library was subjected to 100 bp paired-end (PE) sequencing on a HiSeq2000. Six lanes in total were sequenced. The raw reads were cleaned for quality and adapters using and in-house tools removing TrueSeq adapters and clipping read tails of phred quality less than 20 The reads were mapped to the pig transcriptome using the STAR aligner v2.3.1 (Dobin et al., 2013) with the following options and data: pig genome version 10.2, ensembl annotation version 70 and with intron-motifs [XS : A] tags in the SAM output. The aligned reads were assigned to transcripts of the ensembl version 70 annotation with cufflinks version 2.2.0 (Trapnell et al., 2013). The subsequent differential expression analysis was performed with cuffdiff from the cufflinks package and was based on the Ensembl v70 annotation. Standard options were used for the cufflinks programs in all cases. All further analysis was done using the annotation from ensemble v81.

### Pathway Analysis

Webgestalt GSAT analysis 2013 (Zhang et al., 2005) was used to perform functional enrichment analysis of the genes, which were significantly regulated and/or significantly methylated. KEGG pathway (Kanehisa et al., 2007) analysis was performed using the human annotation by transferring the gene abundances *via* the unique gene symbols and gene names. We tested for significant overrepresentation of KEGG pathways (Kanehisa et al., 2007) accepting only Bonferroni corrected p values < 0.05.

### Quantitative Real-Time PCR (qPCR)

To validate the gene expression level of selected genes, cDNA was prepared in duplicates using 400 ng total RNA, Improm-IITM reverse transcriptase RNAsin (Promega), and a 3:1 mixture of random hexamers/OligodT. QPCR was performed on cDNA diluted 1:8 on the Biomark HD 96.96 IFC chip (Fluidigm) according to their protocol, and data were collected and processed using the associated software. Raw Ct values were analyzed in GeneEx5 pro (MultiD), and the relative expression levels were normalized to the reference genes; *RPL4* and *TBP*, as these two showed highest stability in the adipocytes according to a Genorm analysis (Vandesompele et al., 2002).

### Immunoblot Analysis

To analyze the relative protein levels in the adipocytes, proteins were extracted from the phenol/ethanol supernatant from the RNA purification according to the manufacturer's protocol (TriReagent) and solubilized in 5 M urea and 0.5% SDS. Protein concentrations were determined using a Pierce BCA assay (ThermoFisher). 20 µg total protein was loaded on a Bis-Tris 10% NuPage gel (ThermoFisher) and transferred to a PVDF membrane using the Invitrogen transfer system (ThermoFisher). Two rabbit polyclonal antibodies against TBC1D16 were used at a dilution of 1:1000. One targeting the N-terminal of the TBC1D16 (aa71–120, ab104407, Abcam) and one targeting approximately the middle of TBC1D16 (aa431–480, LS-C101973, LSBio). Using GAPDH as a loading control and for normalization, the relative protein levels were estimated in ImageQuantTL (GE Healthcare). All three antibodies target human proteins, but they were all predicted to work with the pig TBC1D16 and GAPDH proteins.

### Predicted Transcription Factor Binding Sites

To further decipher the regulatory role of the methylation of six genes (*TBC1D16, PNPLA2, MTOR, PPARA, HLCS*, and *COL6A1*) where the expression level correlated significantly (p < 0.05) with methylation at a specific CpG, an analysis of the predicted transcription factor binding sites were performed in LASAGNA-search 2.0 (Lee and Huang, 2013). Sequences of DNA from 15 bp upstream and 15 bp downstream of the CpG site were inserted into the search tools and analyzed using TRANSFAC TFBSs model v7.0 (Matys et al., 2006), which computes a scoring value for each predicted TF binding sites utilizing a position specific weight matrix mode and a cutoff p value of 0.005.

### Statistical Analysis

Anthropometric and obesity characteristics of the animals were expressed as mean ± SD, and the comparisons between groups were estimated by independent t-tests. QPCR data was log transformed to obtain a normal distribution, and differences in gene expression between groups were also estimated using independent t-tests. Pearson correlation was used for all the correlation presented. Manhattan and QQ plots for the three data sets (mDNAcap, RRBS (5.5), and RNAseq) are enclosed in the **Supplementary Figure S2**. Principal component analysis (PCA) was performed in R using Bioconductor packages **Supplementary Figure S3**. For mDNAcap we used the normalized read counts from diffReps. For RRBS we used only the 2565 methylation sites, which could be called in all samples, and the data were not normalized. The PCA plots for mDNAcap and RRBS are shown in **Supplementary Figure S3**. For comparison sample 584 was removed in both PCA plots.

## Results

### Metabolic Characteristics of Studied Animals

Animal characteristics are shown in **Table 1**. Compared to the lean group, the obese group is characterized by higher body mass index (BMI), abdomen circumference, visceral fat amounts, and circulating total cholesterol and triglycerides. The subset of animals used for the transcriptomic analysis (*RNAseq males*) shows similar anthropometric and metabolic characteristics compared with *all animals* (**Table 1**). Principal component analyses were performed with all the variable characteristics after scaling (**Figure 1**). For all animals, the first two components explain 64% of the variance. Obese males/females are markedly separated from the lean males/females by the first component, which additionally shows a large positive association with visceral fat amount, abdomonal circumference, and weight. The second component shows a negative association with plasma lipids and a positive association with the length and age of the animals. Males used for RNAseq show a similar profile (**Supplementary Figure S3**), where the first two components account for 80% of the variance.

### DNA Methylation Is Altered in Adipocytes From Obese Pigs

To explore if DNA methylation in adipocytes is different between obese and lean pigs, we performed DNA methylation capture (mDNAcap) followed by deep sequencing in mature adipocytes extracted from adipose tissue. 

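Mature adipocytes are the fat-storing cells that float after collagenase digestion of adipose tissue, here of retroperitoneal fat. Their DNA was fragmented, and the fragments that carry methylated CpGs were captured on beads with the MethylMiner kit and sequenced. The samples mapped to this assay are 12 obese and 11 lean pigs, and the comparison that the authors deposited holds 11 obese and 11 lean libraries. Obese pig-584 is the animal without a library in that comparison. Pig-411 is labelled obese, whereas the paper and the comparison itself place it in the lean group, and it was counted as lean. The authors mapped the reads to Sscrofa10.2 and counted them with diffReps in windows of 1000 bases moved in steps of 100 bases, in which the unit is the read count divided by a normalization constant for each library. They compared the groups by a G-test, which pools the counts of all animals of a group. Each deposited region carries 11 normalized counts per group without the names of the animals beside them, and no value was assigned to a pig or a sex from its position. Multiplied by the constants, the counts within the regions came to between 124676 and 1109068 reads per obese pig (median 486323) and between 152884 and 1557645 reads per lean pig (median 429671). These are reads within the deposited regions and not the totals of the libraries, for which the paper gives an average per sample. The mean read count per bin of 1000 bases, which the authors wrote beside the regions, ranged from 0.44 to 4.10 in obese pigs and from 0.63 to 7.04 in lean pigs. The groups were compared over the animals with limma 3.58.1 on the log2 of the normalized count plus 1.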

On average, we obtained 22 million reads per sample, of which approximately 60% mapped (48% uniquely). We found a total of 7303 differential methylated regions (DMRs) between obese and lean pigs with an adjusted p value < 0.05 (5159 hypo-methylated and 2144 hyper-methylated regions). 

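Of the 7401 regions in the authors' deposited table, 7400 had an adjusted p-value under 0.05. Of these, 5236 were hypo-methylated and 2164 hyper-methylated in obese pigs in the authors' deposited table. Restricted to sequences of Sscrofa10.2 that carry at least 1 gene locus, the authors' deposited table holds 7302 such regions, of which 5159 were hypo-methylated and 2143 hyper-methylated. The other 98 regions lie on sequences without a gene locus. The median region was 1100 bases long in both directions, and the longest spanned 15700 bases. Hypo-methylated regions had a median normalized count of 10.3 in obese pigs and 17.1 in lean pigs, and hyper-methylated regions 29.5 and 20.4. Requiring a change of at least 1.5-fold moved the count most, to 5321 regions in the authors' deposited table, of which 86.8% were hypo-methylated. Over the animals, with 11 pigs against 11, 7118 of the 7400 regions had an adjusted p-value under 0.05 in limma, 5109 of them lower and 2009 higher in obese pigs. The regions had been chosen on these same animals, so this count does not stand for the whole genome. Among the alternatives set in advance that keep all regions, scaling the counts between the animals by the median of ratios moved it most, to 2918 regions, 795 lower and 2123 higher in obese pigs. A further alternative, chosen after the values were seen, took the mean read count per bin divided by the normalization constant as a covariate. With it 0 regions passed the threshold and 3660 had an unadjusted p-value under 0.05. The authors' G-test takes no account of the spread between animals. With the means of the groups set equal in every region, a G-test on 100 random splits of the 22 animals gave p-values under 0.0001 in a median of 2.03% of the regions (1.27% to 6.89%).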

30% of these overlap with one or more gene [2207 out of 7303, **Supplementary Table S1(1)**]. 

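Gene loci were taken from the positions that the authors' expression tables give for 25285 gene identifiers. By an overlap of at least 1 base, 3130 of the 7400 mDNAcap regions (42.3%) lay on a gene locus, and the number of different genes they overlapped was 2207. With every locus extended by 5000 bases on both sides, 3670 regions (49.6%) overlapped a gene. With loci of named genes only, 2877 regions (38.9%) did.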

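RRBS cuts DNA with the enzyme MspI at CCGG sites, so that CpG-rich fragments are sequenced, and bisulfite treatment converts the cytosines that carry no methyl group. The samples mapped to this assay are the adipocytes of 12 obese and 11 lean pigs, with pig-411 counted as lean as in the capture assay. The authors called the methylation of each CpG from at least 5 reads and searched for regions with metilene, which compares the methylation fractions of neighbouring CpGs between the groups. For each region they deposited the mean fraction of methylated reads of each group, the difference, the number of CpGs, p-values of a Mann-Whitney and of a 2D Kolmogorov-Smirnov test, and a q-value. The files hold no value per animal and no read depth, so the coverage behind a region is unknown, and no error or interval over animals can be given. Values from this assay are therefore those of the authors' deposited table, as percent methylation, and the counts of regions, their overlaps with genes and their comparison with the captured regions were computed from them.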

To validate our DNA methylation results and further investigate methylation at single base resolution, we performed Reduced Representation Bisulfite Sequencing (RRBS) on the same cell material with a genome wide base coverage of 0.1× to 0.3×. We identified 575 DMRs (p value < 0.05, 182 hypo-methylated and 393 hyper-methylated regions) containing 10 or more CpGs, a mean methylation difference of ≥ 10%, and minimum five pigs in each group (see **Supplementary Table S1(2)**. These regions were assigned to 522 unique nearest genes, with a large fraction (48%) located in gene bodies. 

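Among 610 regions with values in at least 5 pigs of each group, 582 had a Mann-Whitney p-value under 0.05 in the authors' deposited table, 188 of them hypo-methylated and 394 hyper-methylated in obese pigs. The regions of the authors' deposited table held between 10 and 32 CpGs with a median of 10.0, and the median absolute difference was 12.7 points. The median hypo-methylated region was 134.5 bases long and the median hyper-methylated region 135 bases. Among the alternatives on these regions, an absolute difference of at least 20.0 points moved the count most, to 35 regions in the authors' deposited table, 8 hypo-methylated and 27 hyper-methylated. A q-value under 0.05 left 87 regions in the authors' deposited table, 23 hypo-methylated and 64 hyper-methylated.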

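Assigned to the gene locus at the smallest distance, the 582 RRBS regions had 521 different nearest genes. An overlap with a gene locus was found for 266 regions (45.7%), which together overlapped 261 genes. Extending each locus by 5000 bases on both sides raised the number to 346 regions (59.5%).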

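The share of hypo-methylated regions in the authors' deposited table was 70.8% for mDNAcap and 32.3% for RRBS. Among the RRBS regions with a q-value under 0.05 in the authors' deposited table, it was 26.4%. For mDNAcap the share depended on the read count. Divided into 5 bins by the mean normalized count, 93.7% of the regions in the bin with the lowest counts (6.84 to 11.5) were hypo-methylated, against 26.8% in the bin with the highest counts (25.0 and above). Among regions with a mean normalized count of at least 20, 2058 of 2345 had an adjusted p-value under 0.05 in limma over the animals, and 33.9% of those were hypo-methylated. The mean read count per bin divided by the normalization constant was taken as a measure of the background, and the called regions were not taken out of it. It was 1.59 ± 0.417 (SD, n = 11) in obese pigs and 1.94 ± 0.351 (SD, n = 11) in lean pigs (two-sided permutation test, p = 0.0224). Scaled by the mean read count per bin, an alternative chosen after the values were seen, 1099 hypo-methylated and 2093 hyper-methylated regions had an adjusted p-value under 0.05 in limma.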

Compared to RRBS, our mDNAcap results appeared to be skewed toward hypo-methylated regions, as previously reported (Radford et al., 2014). A less stringent analysis of the RRBS data was performed tolerating only three pigs in each group, but still requiring 10 or more CpGs, and a mean methylation difference of ≥ 10% to call methylation (RRBS-3.3). In this analysis, we identified 2408 DMRs [**Supplementary Table S1(3)**]. 

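With values required in only 3 pigs of each group, the authors' deposited table holds 2416 regions, and 2322 of them had a Mann-Whitney p-value under 0.05. Of these, 870 in the authors' deposited table were hypo-methylated and 1452 hyper-methylated in obese pigs, a hypo-methylated share of 37.5%. The median absolute difference in the authors' deposited table was 14.0 points, the largest 42.0 points, and a region held up to 64 CpGs. Of these regions, 2216 lie on assembled chromosomes and the others on unplaced sequences.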

We opted to use a more stringent RRBS analysis (RRBS-5.5) in the rest of our analyses.

We next evaluated the distribution of the identified DMRs in both datasets based on their location to the nearest gene. **Figure 2** shows an overview of the genomic distribution of the DMRs with respect to the various genomic annotation types for both mDNAcap and RRBS. Overall, RRBS and mDNAcap data showed similar distribution of the DMRs in respective genome annotations, with approximately 50% of the DMRs overlapping intergenic regions. 

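Outside the gene loci lay 64.7% of the hypo-methylated and 40.7% of the hyper-methylated mDNAcap regions. For RRBS, 58.5% of the hypo-methylated and 52.3% of the hyper-methylated regions lay outside. The deposited tables give the start and end of each gene without exons, introns, UTRs or strand, so that only the inside and outside of a locus could be told apart, and the finer annotation types of Figure 2 were not analysed here.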

From the mDNAcap data, obese animals appeared to have less (hypo) methylation in intergenic region, whereas increased methylation was more pronounced within, or at close proximity to genes. 

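Of the hyper-methylated mDNAcap regions, 1283 of 2164 (59.3%, 95% Wilson interval 57.2% to 61.3%) overlapped a gene locus, compared with 1847 of 5236 (35.3%, interval up to 36.6%) hypo-methylated regions. The difference of 24.0 points corresponded to an odds ratio of 2.67 (two-sided Fisher's exact test, p = 4.14e-80). The intervals cover counting error only and treat the regions as independent. Of the alternatives, loci of named genes only moved the difference most, to 23.0 points. Hyper-methylated regions had higher read counts, but within 5 bins of the mean normalized count the odds ratio was 2.68 (95% interval 2.37 to 3.03). For RRBS, 188 of 394 hyper-methylated regions (47.7%, 42.8% to 52.6%) and 78 of 188 hypo-methylated regions (41.5%, 34.7% to 48.6%) overlapped a gene locus, and this difference of 6.23 points was not detectable at these numbers (Fisher's exact test, p = 0.182). It was reversed among the 35 regions with a difference of at least 20.0 points in the authors' deposited table, where 13 of 27 hyper-methylated and 5 of 8 hypo-methylated regions overlapped a locus (Fisher's exact test, p = 0.691). From the position of the mDNAcap regions, the paper states that methylation in obese animals appeared lower between genes and higher within or close to genes.

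**Figure D1:**
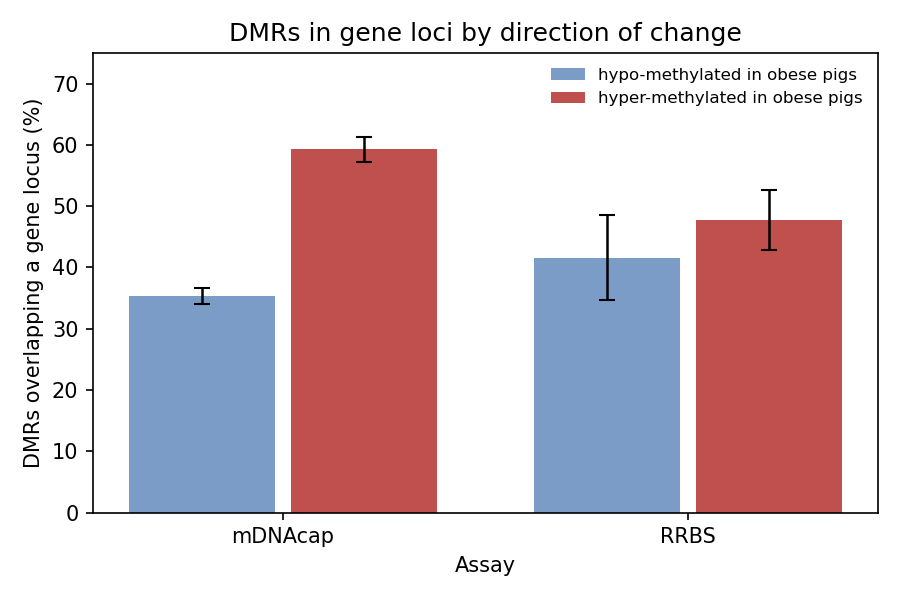
Percent of hypo-methylated and hyper-methylated regions that overlap a gene locus, for mDNAcap and RRBS. Bars start at 0, error bars are 95% Wilson intervals, and the numbers of regions are 5236 and 2164 for mDNAcap and 188 and 394 for RRBS; the intervals are apart for mDNAcap and overlap for RRBS.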

The DMRs from the RRBS data show, on the other hand, less methylation in both promoter and in 5′UTR in the obese animals.

**Figure 2:**
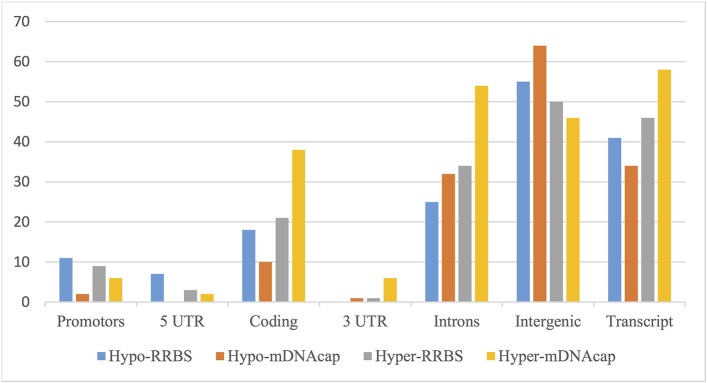
DMRs overlapping different genomic annotations. DMRs from mDNAcap and RRBS are shown as hypo-methylated (decrease methylation in obese animals) or hyper-methylated (increased methylation in obese animals). The overlap percentage is calculated as the number of regions of the given type overlapping an annotation compared to the total number of regions of the given type. As many of the DMRs overlap more than one annotation type, the numbers do not add up to 100% even when the “Gene” annotation is left out.

Overlapping of the mDNAcap and RRBS data sets resulted in a total of 7985 DMRs of which 3529 are assigned to genes. 

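Together the mDNAcap and RRBS regions past their thresholds numbered 7982. The mDNAcap regions had 4090 different nearest genes, and 4331 genes were nearest to a region of at least 1 of the assays. Limited to genes within 10000 bases of a region, 2818 genes lay near an mDNAcap region and 3050 near a region of either assay.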

Interestingly, overlapping DMRs are located at proximity of 173 genes in common between the datasets. However, when comparing the specific location of the DMRs between datasets, only 25 regions overlapped in their positions, and only 17 out of these regions showed parallel methylation between the datasets (15 hypermethylated and 2 hypomethylated regions).

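Counting the nearest gene at any distance, 280 genes were nearest to regions of both assays. Among the 25285 genes with a locus this is more than independent draws give (odds ratio 6.39, two-sided Fisher's exact test, p = 2.17e-88). Long genes are nearest to more regions of any kind, and within bins of locus length the odds ratio was 5.66 (95% interval 4.69 to 6.82). The background was not limited to genes near sequence that both assays read, and CpG density and the spacing of genes were not tested. The ratio therefore does not show that the assays share a difference between the groups. Genes whose locus was itself overlapped by regions of both assays numbered 91.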

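By an overlap of at least 1 base, 24 RRBS regions coincided with 24 mDNAcap regions. The direction was the same in 17 pairs, 15 hyper-methylated and 2 hypo-methylated in both assays. In the other 7 pairs the RRBS region was hypo-methylated and the mDNAcap region hyper-methylated, and no pair had the reverse combination. With 22 of the mDNAcap regions hyper-methylated, the directions of the assays were not detectably associated (two-sided Fisher's exact test, p = 0.130). Regions of the same direction lay near PPARGC1B on chromosome 2, where the RRBS region from 157677485 to 157677756 differed by 13.6 points and the mDNAcap region had a log2 fold change of 0.74 in the authors' deposited table, and near PRDM16 on chromosome 6, with 12.2 points and 0.46 in the authors' deposited table; both were named after their values were seen. Regions within 1000 bases of each other made 38 pairs, 24 of the same direction. With the RRBS regions from 3 pigs per group, which moved the number most, 89 RRBS regions overlapped an mDNAcap region and 64 had the same direction (Fisher's exact test, p = 0.0520).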

### Gene Expression Is Remodeled in Adipocytes From Obese Pigs

To get insight into the possible influence of the identified DMRs on gene transcription, we performed RNAseq in a subset of 10 animals (5 lean and 5 obese, **Table 1**, **Supplementary Figure S3**). 

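The RNAseq libraries were made from total RNA of the isolated adipocytes after depletion of ribosomal RNA, from 5 lean and 5 obese male pigs. The deposited tables hold FPKM values, fragments scaled by transcript length and by the number of mapped fragments, that the authors estimated with cufflinks for 25337 entries with 25285 different gene identifiers. The obese pig-572 has 2 libraries, the second of them labelled pig-572(B) in its title and pig-573 in its description. They were treated as 2 libraries of one pig and averaged, and the number of genes that were present in one of these libraries and near 0 in the other was 64, within the range of 48 to 92 for the libraries of different pigs and under the 68 to 92 of pig-572(B) with the 9 libraries of other pigs. No read counts come with the FPKM values, and the paper gives the average number of reads per sample. The number of genes at an FPKM of 1 or more was between 9732 and 10200 in the lean libraries and between 8962 and 10306 in the obese ones. Small RNA genes took between 66.2% and 80.7% of the summed FPKM of a library. The median uncertainty that cufflinks gave for genes in a library was between 3.97% and 5.17% of the FPKM. For the comparison over pigs, FPKM values were divided by size factors from the median of ratios (0.691 to 1.23), and 10246 genes with a mean FPKM of at least 1 were tested in limma 3.58.1 on log2 of the value plus 1, which draws the fold changes of genes with low FPKM towards 0. Means and SDs of FPKM are given after this scaling, with pig-572 as the mean of its libraries.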

On average, we obtained 100 million reads per sample, of which approximately 80% mapped uniquely. Out of the almost 25,000 annotated porcine transcripts, 1205 were differentially expressed (DE) in adipocytes of lean, compared to obese animals [q < 0.05, **Supplementary Table S1(4)**]. 

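In the authors' deposited table of the cuffdiff comparison, which the authors ran on the libraries of both groups, 12075 of 21593 entries were tested and 1155 had a q-value under 0.05. The smallest q-value in the authors' deposited table, 0.00141, was shared by 427 genes. Tested over pigs with limma, 1 of 10246 genes had an adjusted p-value under 0.05, and 2131 genes (20.8%) had an unadjusted p-value under 0.05. The gene past the threshold was C10ORF46 (ENSSSCG00000010676, chromosome 14, 140327293 to 140346983). Its FPKM was 3.00 ± 0.506 (SD, n = 5) in lean and 7.04 ± 0.308 (SD, n = 5) in obese pigs, a log2 fold change of 1.01 (standard error 0.0918, limma adjusted p = 0.00413). All 5 obese pigs were above the 5 lean pigs (two-sided exact permutation test, p = 0.00794, the smallest that 5 pigs against 5 allow). Treating the libraries of pig-572 as separate replicates moved the count most, to 177 genes in limma, 96 higher and 81 lower in obese pigs. Leaving out lean pig-402 gave 164 genes, and leaving out any other pig gave 1 or 2 genes. Of the 1155 genes, 883 were in the test over pigs, and 652 of these (73.8%) had an unadjusted p-value under 0.05 there. The median coefficient of variation between pigs was 0.344 for the genes called by cuffdiff and 0.173 for the others.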

Out of the coding DE transcripts, 708 were downregulated and 497 were upregulated in the obese group.

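Lower expression in obese pigs was found for 677 genes of the authors' deposited table, and higher expression for 478. At a q-value under 0.01, the authors' deposited table holds 641 genes, 391 lower and 250 higher. Over pigs, 882 of the 883 called genes in the test had the same direction in limma as in the cuffdiff comparison. In 172 of them (19.5%) the values of the lean and the obese pigs did not overlap, where chance gives 0.794% with 5 pigs against 5, and the share over all genes tested was 4.13%. The genes had been called on these same pigs, so the shared direction and the lack of overlap follow in part from that selection, and the chance share is no test of them. Among all genes with an unadjusted p-value under 0.05 over pigs, 1087 were higher and 1044 lower in obese pigs.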

### Integration of Epigenomic and Transcriptomic Data Sets

To get insight into the functional relevance of our data, we performed gene enrichments analysis on all three data-sets (*i.e.* DE genes and genes located nearest to the DMRs). We used official gene symbols of the human genome, since the human annotation information is much more comprehensive than that of the pig. A detailed list of all the over-represented KEGG pathways in the three gene-sets can be found in **Supplementary Table S2(1–3)**. The top five of the enriched pathways genes in common for all three datasets are represented in **Figure 3A**. We identified *pathways in cancer*, *MAPK signaling pathway*, *focal adhesion* as specifically enriched and, most interestingly, other enriched pathways that are highly relevant to the obesity phenotype, such as *metabolic pathways* and *insulin signaling pathway*.

**Figure 3:**
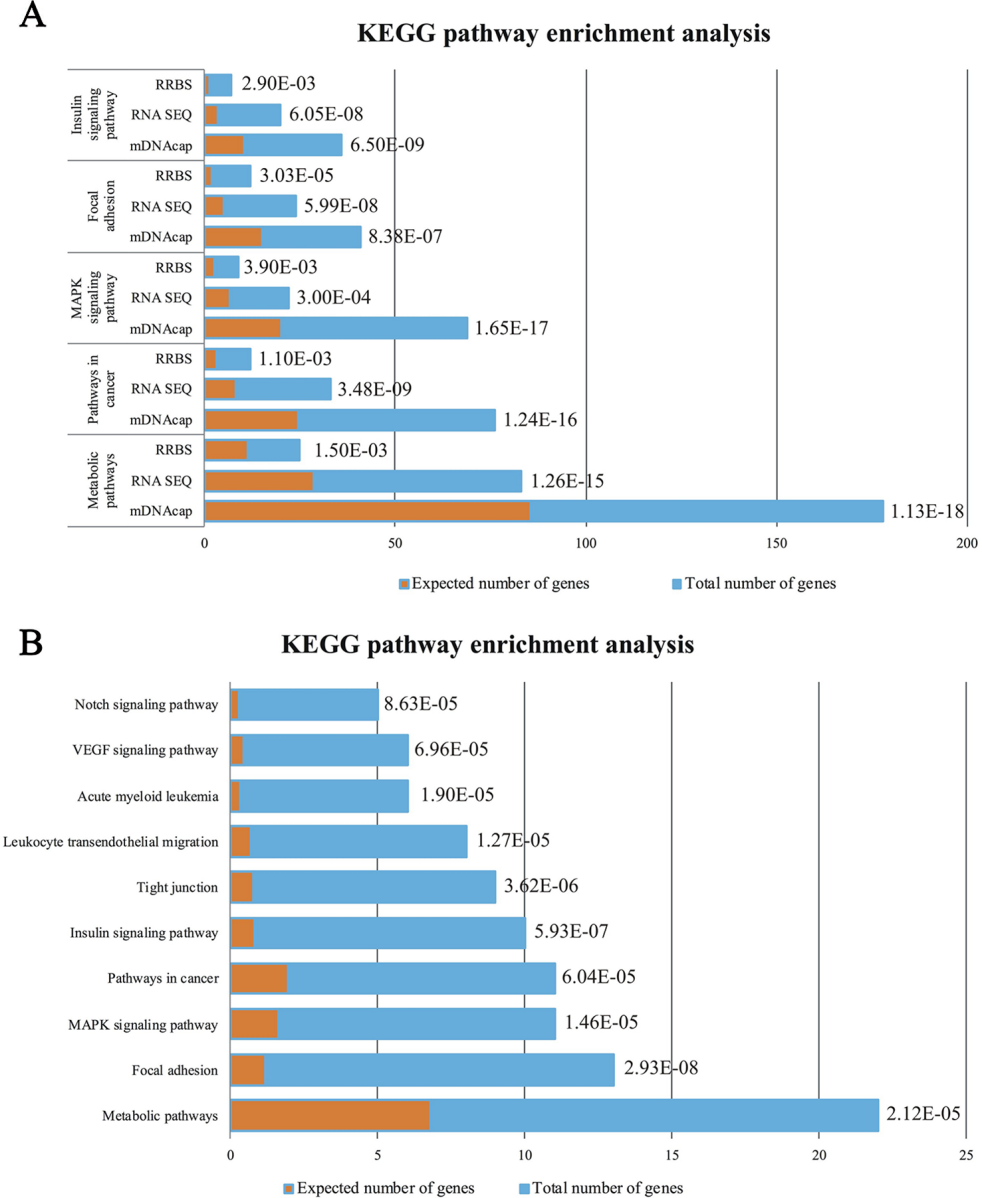
**(A)** Enrichment analysis of the Top5 KEGG pathways in common between the DE genes (RNAseq) and the genes with identified DMRs (RRBS and mDNAcap). **(B)** Pathway analysis showing the significant enrichment of the same five pathways after data was merged, accordingly the DE genes encompassed a least one DMR. Orange columns represent the expected number of genes in the pathways, and blue column display the actual number of identified differential expressed genes/methylated genes in each pathway. The specified *p* values are all Bonferroni corrected.

Next, we investigated whether differential expression observed between lean and obese animals is associated with changes in DNA methylation of the nearest DMR. This was done by combining the expression data with the RRBS and mDNAcap data sets. 

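Genes were joined to regions by taking the gene locus nearest to each mDNAcap or RRBS region. Of the 1155 genes called in the authors' deposited table of the cuffdiff comparison, 274 (23.7%) were nearest to at least 1 region, compared with 2462 of all 12075 genes that cuffdiff tested (20.4%). Against the genes tested and not called, the odds ratio was 1.24 (95% interval 1.07 to 1.43, two-sided Fisher's exact test, p = 0.00351). Within 10 bins of locus length it was 1.21 (p = 0.0108). Regions of both assays were found for 29 of the 274 genes (10.6%). Counting only RRBS regions moved the ratio most among the alternatives set in advance that keep the called genes, to 49 genes with an odds ratio of 1.82. Requiring the region to overlap the gene locus left 182 genes with an odds ratio of 1.29. The 1 gene past the threshold over pigs was not nearest to a region, which puts the odds ratio at 0, but 1 gene cannot decide the question. For genes with an unadjusted p-value under 0.05 over pigs, a set chosen after the values were seen, 394 of 2131 were nearest to a region, with an odds ratio of 1.05 (Fisher's exact test, p = 0.466). Among called genes whose mDNAcap regions all went in one direction, 51 of 82 genes with hyper-methylated regions (62.2%) and 66 of 142 genes with hypo-methylated regions (46.5%) were more highly expressed in obese pigs (Fisher's exact test, p = 0.0267). The paper combined these data to ask whether differences in expression go together with differences in methylation at the nearest region.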

In total, 276 DE genes encompassed a least one DMR, and 29 (11%) of these genes showed differential methylation in both methylation datasets [**Supplementary Table S2(4)**].

Here also, to get insight into a potential biological relevance of these overlapping genes, we performed gene enrichment analysis on the identified 276 DE genes [**Supplementary Table S2(5)**]. Most interestingly, this analysis revealed that KEGG pathways mentioned above (common genes in our epigenomic and transcriptomic analyses), are within the first ten enriched pathways of genes with parallel DNA methylation and gene expression change (**Figure 3B**).

### Validation of Differential Expression

To test for the robustness of our findings made in the original cohort, we next investigated expression levels in 9 of the animals from the RNAseq group as well as 10 additional animals using high throughput qPCR. We selected 83 genes based on three criteria: 1) Genes to which statistically significant DMRs mapped (38/83), 2) Genes that were show to be significantly regulated in the RNAseq data (43/83), and 3) Genes implicated in obesity development and immune responses (65/83). The selected genes are listed in **Supplementary Table S3(1)**. 

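The RNAseq values were compared in sign with the 33 genes whose RT-qPCR p-value in the paper's supplementary table is under 0.05. Of these, 30 were in the test over pigs, and the log2 fold change had the sign of the paper's RT-qPCR value in 29. The 30 genes ranged from ANGPTL4 with a log2 fold change of -2.44 to LEP with 2.29. Between these lay JAG1 with -1.12, PNPLA3 with 1.30, LCN2 with 0.91, LSS with 0.82 and ADRBK2 with 0.74. The gene with the opposite sign was LPIN1 (ENSSSCG00000008624, chromosome 3, 133660275 to 133741130). Its FPKM was 36.2 ± 5.91 (SD, n = 5) in lean and 35.4 ± 11.9 (SD, n = 5) in obese pigs, and its log2 fold change was -0.07 (standard error 0.199, limma adjusted p = 0.869). In the fits leaving out one pig, LPIN1 lay between -0.24 and 0.01, with 0.01 without lean pig-407. The genes OSBPL10, ADIPOQ and SCD had no test over pigs. The mean FPKM of OSBPL10 was under 1, and ADIPOQ has no entry of its own in the FPKM tables. SCD was left out for a failed estimate in at least 1 library. The value of 0 listed for SCD in 10 libraries therefore does not show that it was not expressed. In the authors' deposited table of cuffdiff, the lean mean of SCD was 1117 FPKM.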

RT-qPCR analysis on the 83 genes yielded a total of 33 significantly differentially expressed genes, and all displayed directionally consistent results between the RNAseq and qPCR analyses [**Figure 4** and **Supplementary Table S3(2–5)**]. Of these 33 differential expressed genes, 18 genes encompassed a least one DMR (*p* < 0.05), denoted by ^*^ or ^**^ after the gene name in **Figure 4**.

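Supplementary Table S3 of the paper assigns regions to 18 of these 33 genes, and each of the 128 regions that the table lists was found at the same position in the authors' deposited tables of the 2 assays. Of these 18 genes, most regions were listed for GRB10 and MGMT, with 8 each, and for HLCS, NPEPL1 and TBC1D16, with 5 each. At GRB10 (ENSSSCG00000015631, chromosome 9, 150266276 to 150423905), 4 mDNAcap regions within the gene were hyper-methylated, with differences between 36.2% and 42.6% in obese pigs. A region within the gene from 150350801 to 150351800 was hypo-methylated, with a normalized count of 8.50 ± 4.48 (SD, n = 11) in obese and 14.1 ± 4.35 (SD, n = 11) in lean pigs. The expression of GRB10 was 4.28 ± 2.44 FPKM (SD, n = 5) in lean and 2.55 ± 1.23 FPKM (SD, n = 5) in obese pigs, a log2 fold change of -0.50 (limma adjusted p = 0.466).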

**Figure 4:**
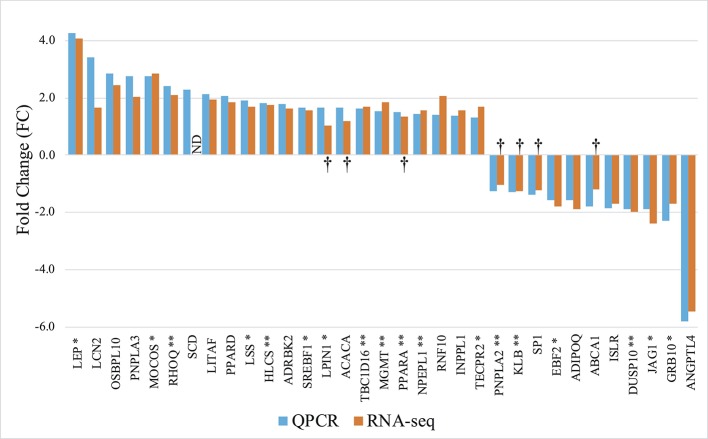
Gene expression profile of the differentially expressed genes in mature adipocytes. RT-qPCR: Orange columns, 9 lean and 10 obese. RNAseq: Blue columns, 5 lean and 5 obese. + FC; Upregulated in obese pigs, − FC; Downregulated in obese pigs. ND, Not determined. †; No significant differentially expression between the groups. *Genes encompassing a DMR. **Genes encompassing a DMR, where the gene expression level correlates with the methylation level (Pearson *p* < 0.05).

### Association Between DNA Methylation and Gene Expression

To further explore the link between gene expression and DNA methylation level at either specific CpG sites (RRBS data) or the methylation levels of specific regions (mDNAcap data), a Pearson's correlation coefficient (r) was calculated between expression and methylation levels for each of the 18 genes encompassing one or more DMRs (Gene name with ^*^ or ^**^ in **Figure 4**). For 9 of the genes, we found an association between methylation level and gene expression (*r* > ±0.46 and *p* < 0.05). *MTOR*, *SYNE1*, and *IDS*, which almost reached significance level in the gene expression analysis [*p* < 0.1, FC > 1.2, **Supplementary Table S3(2)**], also showed significant correlation between methylation levels and gene expression. Likewise, we found a significant correlation between *COL6A1* expression and methylation. 

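COL6A1 (ENSSSCG00000022506) lies on an unplaced sequence of Sscrofa10.2, from 8758 to 17584, and encodes a chain of collagen VI. Its expression was 4.06 ± 3.46 FPKM (SD, n = 5) in lean and 1.77 ± 1.26 FPKM (SD, n = 5) in obese pigs. The log2 fold change was -0.73 (standard error 0.421, limma adjusted p = 0.340), and the spread between the pigs exceeded the difference (two-sided exact permutation test, p = 0.151). Without single pigs it ranged from -0.99 to -0.39. The RRBS region from 8906 to 9326, with 16 CpGs, was methylated to 18.2% in obese and 5.41% in lean pigs in the authors' deposited table (Mann-Whitney p = 6.9e-10, q = 0.0034). In the authors' deposited table for 3 pigs per group, a further region upstream of this locus, from 3838 to 4263, was methylated to 40.4% in obese and 19.5% in lean pigs.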

*COL6A1* was significantly downregulated in the RNAseq analysis but not in the RT-qPCR analysis. We opted to include *MTOR*, *SYNE1*, *IDS*, and *COL6A1* in the subsequent analysis. A positive correlation was found for 7 genes: *HLCS, TBC1D16, DUSP10, PPARA, MGMT PNPLA2*, and *IDS*, and a negative correlation was obtained for 6 genes: *RHOQ, HLCS, NPEPL1*, *MTOR*, *SYNE1*, and *COL6A1*. **Table 2** summarizes the correlations between gene expression fold-changes and methylation levels of the DMRs for these 13 genes. Five of these genes exhibit more than one identified DMR correlated with gene expression. Correlation analysis plot was generated for all the 13 genes (21 regions, **Supplementary Figures S4** and **S5**). **Figure 5** shows the correlation analysis between gene expression and DNA methylation for 4 of the genes illustrating the different patterns of methylation-expression correlation. *KLB* shows a strong methylation-induced expression silencing for the mDNAcap DRM in intron 4, whereas methylation of the 3UTR region of *IDS* shows the opposite; i.e. a methylation-dependent increased in gene expression. 

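The mDNAcap region in KLB (ENSSSCG00000026297, chromosome 8, 32268563 to 32303388) spans 32299801 to 32300800. Its normalized count was 29.4 ± 7.22 (SD, n = 11) in obese and 20.2 ± 4.31 (SD, n = 11) in lean pigs, a difference of 45.7%, with an adjusted p-value of 0.00121 in the authors' deposited table. All 11 obese animals exceeded the median of the lean animals. KLB expression was 104 ± 21.3 FPKM (SD, n = 5) in lean and 85.1 ± 12.9 FPKM (SD, n = 5) in obese pigs, a log2 fold change of -0.27 (standard error 0.168, limma adjusted p = 0.378). The region assigned to IDS (ENSSSCG00000012731, chromosome X, 139050896 to 139062252) lies outside the gene locus, from 139085401 to 139087000. Its normalized count was 40.8 ± 23.6 (SD, n = 11) in obese and 27.9 ± 17.8 (SD, n = 11) in lean pigs, with an adjusted p-value of 7.24e-05 in the authors' deposited table. The counts spread from 18.5 to 79.5 in obese and from 6.59 to 61.2 in lean animals. Females and males were not compared, since no count was assigned to a pig from its position. IDS expression was 51.8 ± 20.3 FPKM (SD, n = 5) in lean and 81.9 ± 39.2 FPKM (SD, n = 5) in obese pigs, all male, a log2 fold change of 0.61 (limma adjusted p = 0.369). The correlations of expression with methylation in Figure 5 were not analysed here.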

*PPARA* contains 2 correlated RRBS DMRs, located 9 kb apart in intron 2. 

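PPARA (ENSSSCG00000000006) spans 424929 to 488440 on chromosome 5. In the authors' deposited table of RRBS for 3 pigs per group, the region from 434913 to 435112, with 12 CpGs, was methylated to 85.4% in obese and 72.9% in lean pigs (Mann-Whitney p = 3e-06). The second region, from 444134 to 444330 with 14 CpGs, was methylated to 35.3% in obese and 17.3% in lean pigs in the authors' deposited table (Mann-Whitney p = 6.4e-07). Both regions had a q-value of 1 in the authors' deposited table, and neither was present in the comparison with at least 5 pigs per group. An mDNAcap region in the same gene, from 463101 to 464100, was hypo-methylated, with a normalized count of 12.6 ± 5.64 (SD, n = 11) in obese and 19.5 ± 3.21 (SD, n = 11) in lean pigs. PPARA expression was 8.79 ± 3.50 FPKM (SD, n = 5) in lean and 11.9 ± 2.51 FPKM (SD, n = 5) in obese pigs, a log2 fold change of 0.45 (standard error 0.234, limma adjusted p = 0.292). A second locus with this symbol, on an unplaced sequence, had a log2 fold change of 0.53 (limma adjusted p = 0.271).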

The first shows positive correlation, and the second show negative correlation with *PPARA* expression. *PNPLA2* also contains 2 DRMs, located 54 bases apart in the 3UTR, and both showing a negative correlation with gene expression (**Figure 5**). This specify that methylation of CpGs at different location in the gene can have different regulatory functions.

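PNPLA2 (ENSSSCG00000012841) spans 156291 to 161297 on chromosome 2. The RRBS region that ends 316 bases from this locus, from 155858 to 155975 with 10 CpGs, was methylated to 47.4% in obese and 35.8% in lean pigs in the authors' deposited table (Mann-Whitney p = 0.0023, q = 1). PNPLA2 expression was 51.6 ± 7.65 FPKM (SD, n = 5) in lean and 52.3 ± 17.0 FPKM (SD, n = 5) in obese pigs. The log2 fold change was -0.02 (standard error 0.194, limma adjusted p = 0.964), and without single pigs it ranged from -0.19 to 0.06.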

**Table 2:** Differentially expressed genes that correlates significantly with differentially methylated CpG.

Expression					Methylation				Correlation	
Gene	RNA FC	Q-value	QPCR FC	P value	Gene region	ΔDNA methylation	P value	Analysis	Methylation vs Expression	
**RHOQ**	2.10	0.001	2.41	0.000	Intron2	−34%	1.78E−04	mDNAcap	r = −0.57	p = 0.017
**HLCS**	1.75	0.001	1.81	0.000	TSS-30 kb	−51%	1.19E−07	mDNAcap	r = −0.57	p = 0.014
					Intron4	−41%	5.66E−05	mDNAcap	r = −0.50	p = 0.035
					3UTR-3.4 kb	+13%	4.00E−14	RRBS_3.3	r = +0.66	p = 0.039
**TBC1D16**	1.71	0.016	1.64	0.001	Intron3	+12%	7.30E−04	RRBS_5.5	r = +0.55	p = 0.040
					Intron3	+17%	2.10E−13	RRBS_3.3	r = +0.54	P = 0.046
					Intron3	+75%	2.41E−05	mDNAcap	r = +0.48	p = 0.042
					3UTR-22 kb	+ 23%	6.30E−06	RRBS_5.5	r = +0.54	p = 0.025
**NPEPL1**	1.57	0.022	1.45	0.002	3UTR-11 kb	−31%	9.33E−05	mDNAcap	r = −0.57	p = 0.014
**KLB**	−1.25	ns	−1.30	0.003	Exon4	+46%	1.33E−05	mDNAcap	r = −0.74	p = 0.0004
**DUSP10**	−1.99	0.001	−1.88	0.003	TSS-94 kb	−37%	4.90E−05	mDNAcap	r = +0.58	p = 0.013
**PPARA**	1.35	0.184	1.51	0.004	Intron2	+13%	3.00E−06	RRBS_3.3	r = +0.73	p = 0.007
					Intron2	+18%	6.40E−07	RRBS_3.3	r = −0.68	p = 0.044
**MGMT**	1.85	0.001	1.53	0.005	3UTR-29 kb	+45%	3.18E−06	mDNAcap	r = +0.52	p = 0.027
**PNPLA2**	−1.02	0.961	−1.25	0.008	3UTR-0.3 kb	+12%	2.30E−03	RRBS_5.5	r = −0.69	p = 0.018
					3UTR-0.3 kb	+12%	2.30E−03	RRBS_5.5	r = −0.52	p = 0.046
**MTOR**	1.07	0.849	1.17	0.056	Intron26	−29%	1.07E−05	mDNAcap	r = −0.58	p = 0.011
					Intron30	−11%	2.90E−06	RRBS_5.5	r = −0.55	p = 0.050
**SYNE1**	2.36	0.001	1.67	0.089	Intron33	−46%	1.37E−06	mDNAcap	r = -0.51	p = 0.030
**IDS**	1.56	0.023	1.35	0.094	3UTR-19 kb	+47%	1.92E−07	mDNAcap	r = +0.55	p = 0.019
**COL6A1**	−2.50	0.001	−1.72	0.140	Exon1	+13%	6.90E−10	RRBS_5.5	r = −0.65	p = 0.016

ΔDNA methylation; + increase methylation in obesity, − decreased methylation in obesity. 

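Table 2 sets the expression of 13 genes beside their regions. Expression was higher in obese pigs for RHOQ (ENSSSCG00000008439, chromosome 3, 100058022 to 100097054), with 38.0 ± 17.1 FPKM (SD, n = 5) in lean and 75.4 ± 15.1 FPKM (SD, n = 5) in obese pigs, a log2 fold change of 1.06 (standard error 0.287, limma adjusted p = 0.126). The intronic mDNAcap region of RHOQ had a normalized count of 11.8 ± 5.63 (SD, n = 11) in obese and 17.9 ± 6.98 (SD, n = 11) in lean pigs. SYNE1 (ENSSSCG00000004082, chromosome 1, 16390684 to 16507454) rose from 2.13 ± 0.782 to 5.20 ± 0.774 FPKM (SD, n = 5 each), a log2 fold change of 1.02 (limma adjusted p = 0.0645) without overlap between the groups. Its 4 mDNAcap regions were all hypo-methylated, with the largest difference of -46.1% from 16481901 to 16483000. HLCS (ENSSSCG00000012059, chromosome 13, 210481700 to 210676682) had 26.0 ± 10.4 FPKM (SD, n = 5) in lean and 45.0 ± 4.66 FPKM (SD, n = 5) in obese pigs, a log2 fold change of 0.85 (limma adjusted p = 0.137). Of the mDNAcap regions of HLCS, the one from 210659801 to 210661000 was 55.3% higher in obese pigs, and those from 210643501 to 210644500 and from 210707201 to 210708200 changed by -40.8% and -50.6%. DUSP10 (ENSSSCG00000010831, chromosome 10, 12977461 to 13015992) had 10.9 ± 3.29 FPKM (SD, n = 5) in lean and 5.99 ± 2.39 FPKM (SD, n = 5) in obese pigs, a log2 fold change of -0.80 (limma adjusted p = 0.165), and its 3 regions in Supplementary Table S3 were hypo-methylated, by -36.6% to -49.0%. MTOR (ENSSSCG00000003413, chromosome 6, 65191722 to 65317849) did not differ detectably in expression, with 3.39 ± 0.606 FPKM (SD, n = 5) in lean and 3.59 ± 0.556 FPKM (SD, n = 5) in obese pigs and a log2 fold change of 0.07 (limma adjusted p = 0.762). Without lean pig-525 that of MTOR was -0.00. No adjusted p-value of the 13 genes was under 0.05 over pigs, while 7 of the 13 had an unadjusted p-value under 0.05.

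**Figure D2:**
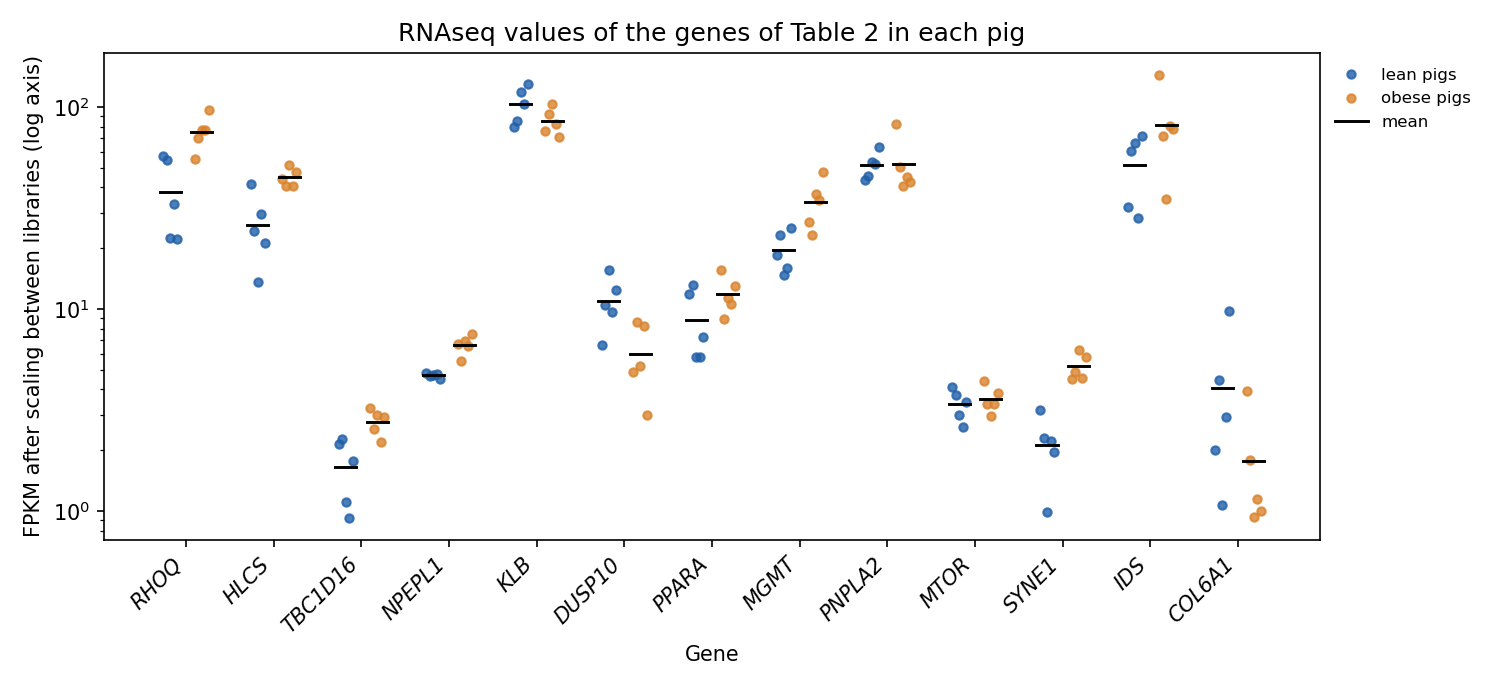
FPKM of the 13 genes of Table 2 in each of the 5 lean and 5 obese pigs, on a logarithmic axis, with 1 dot per pig and a bar at the mean of each group. The dots of the lean and obese pigs are apart for SYNE1 and NPEPL1 and mix for PNPLA2 and MTOR.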

Ns, not significant; r = Pearson's correlations. + FC (Fold Change); Upregulated in obesity, − FC; Downregulated in obesity.

**Figure 5:**
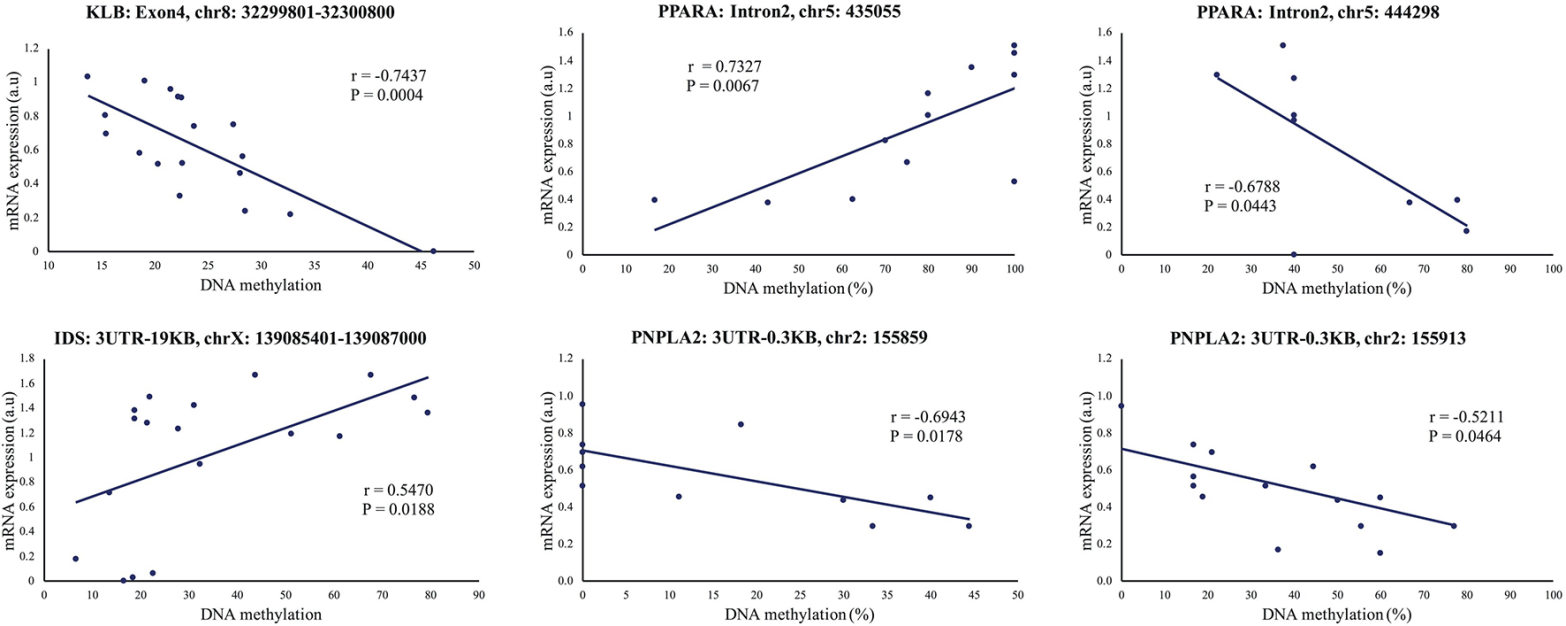
Representative illustrations of significant correlations between gene expression and DNA methylation levels (mDNAcap)/DNA methylation percentage (RRBS) of selected genes. The mDNAcap methylation levels of *KLB* correlate negatively with the gene expression, and gene expression correlates positively with the methylation of *IDS*. In *PPARA* both a positive and a negative correlation is observed between the RRBS methylation percentages and the gene expression level, whereas only negative correlation is seen for the 2 differential methylated CpGs in *PNPLA2*. r is Pearson's correlation coefficient. (See **Supplementary Figures S4**-**S5**) for all the 21 correlation analysis).

For the 24 remaining genes that were significantly regulated between lean and obese animals, for which no correlations were identified, we looked at the potential relationship between changes in gene expression and the changes in metabolic characteristics of the animals, such as the amount of retroperitoneal fat, abdomen circumference, and blood lipid levels (LDL and triglycerides) using Pearson's correlations coefficient. We identified strong and highly significant correlations (r > ±0.6, *p* < 0.005) between the amount of retroperitoneal fat and the expression of *ADIPOQ* (r = −0.65, *p* = 0.003), *GRB10* (r = −0.62, *p* = 0.005), *INPPL1* (r = 0.71, p = 0.0006), *LEP* (r = 0.74, p = 0.0003), *OSBPL10* (r = 0.69, p = 0.001), *RNF10* (r = 0.70, 0.0009), and *SP1* (r = −0.65, *p* = 0.002). Abdominal circumference correlated positively with *MOCOS* (r = 0.75, *p* = 0.0002) and negatively with *EBF2* (r = −0.63, *p* = 0.004). The LDL-cholesterol level correlated positively with *LITAF* (r = 0.74, *p* = 0.0003) and negatively with *ISLR* (r = −0.80, *p* = 3.5e−05). See **Figure 6** for representation of some of these correlations or **Supplementary Figure S6** for all the results.

**Figure 6:**
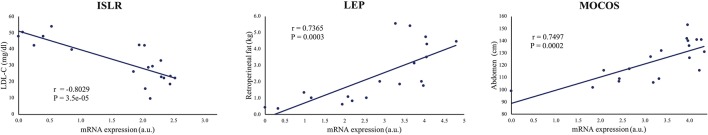
Representative illustrations of significant correlations between gene expression and metabolic characteristic. *ISLR*, *LEP*, and *MOCOS* mRNA levels correlated positively with LDL-cholesterol, retroperitoneal fat and abdomen circumference levels, respectively. r is Pearson's correlation coefficient (See **Supplementary Figures 6**) for the 11 correlation analysis).

### Further Analysis of the TBC1D16 Gene

Among the 13 genes showing association between DNA methylation and gene expression, the *TBC1D16* gene was described to be dysregulated in obesity (Pietiläinen et al., 2016; Crujeiras et al., 2017) and contains the highest number of DMRs (5 in total) [**Figures 4** and **7A** and **Supplementary Table S3(4-5)**]. Thus, we aimed to further characterize the epigenetic reprogramming in obesity for this gene. 

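The 5 regions of TBC1D16 (ENSSSCG00000017159, chromosome 12, 2454308 to 2526044) were all hyper-methylated in obese pigs. The mDNAcap region from 2504401 to 2505400 had a normalized count of 13.5 ± 4.54 (SD, n = 11) in obese and 7.67 ± 3.68 (SD, n = 11) in lean pigs, a difference of 75.9%. In the authors' deposited table of RRBS for at least 5 pigs per group, the region from 2482106 to 2482353 was methylated to 66.9% in obese and 55.4% in lean pigs. Past the end of the gene, the region from 2547778 to 2547857 was methylated to 38.3% and 20.6%, and that from 2548112 to 2548201 to 29.8% and 17.5% in the authors' deposited table. The region from 2500521 to 2500642, with 20.3% in obese and 3.73% in lean pigs, came only from the authors' deposited table for 3 pigs per group. The q-value of the 3 regions from at least 5 pigs per group was 1 in the authors' deposited table, and that of the last region was 5.1e-05. Among the 13 genes, Supplementary Table S3 lists 8 regions for MGMT and 5 each for TBC1D16, HLCS and NPEPL1.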

Several isoforms of human TBC1D16 have been identified and annotated, and one smaller isoforms (47 kDa) encoded by an alternative transcription start site (TSS) in intron 5 has been shown to be expressed in human cancer cell lines (Vizoso et al., 2015). The expression of the small isoform is thought to be initiated by hypomethylation in the region around this alternative TSS (Vizoso et al., 2015). To get insight into the possible regulatory role of DNA methylation of TBC1D16 on gene expression, we thus searched at differences in individual CpG methylation in our RRBS data. Interestingly, we identified hypo-methylation in both intron 5 and intron 6 of *TBC1D16* in obese animals (Yellow boxes in **Figure 7A**). Due to poor quality in the annotation of the porcine reference sequence, and little evidence of the short isoform in the RNAseq data, it was not possible to directly infer on an alternative TSS located in intron 5 in the pig. Additional primers were therefore designed to amplify full-lengths transcripts (amplifying Exon2-Exon3, Amplicon 1, **Figure 7A**) in order to compare the level of this transcript to the level of all transcripts target by Amplicon2 (amplifying Exon9 to Exon11, **Figure 7A**) to determine whether the small isoform is present at a higher quantity in the obese state. Both amplicons were significantly upregulated in obese animals, with equivalent fold-changes (**Figure 7D**). However, when calculating the correlation between expression of Amplicon1 or Amplicon2 and methylation level of the three CpGs in intron3, intron5, and intron6, we found stronger correlation with Amplicon1 compared to Amplicon2, as all 3 CpGs were correlated with Amplicon1 expression and only one CpG (in intron6), was significant correlated Amplicon2 (**Figures 7B, C** and **Supplementary Figure S7**). Next, we determined TBC1D16 protein levels in adipocytes of obese and lean animals by Western blotting. A ∼ 86 kDa protein (corresponding to the expression of the large transcripts of *TBC1D16*), was detected at similar levels in three lean and three obese animals. Conversely, a protein of ∼ 47 kDa (corresponding to the short transcript), displayed a trend to be higher in adipocytes from obese animals, (p = 0.24) which agrees with the differential expression obtained from both RNAseq and RT-qPCR results (**Figure 7D**).

**Figure 7:**
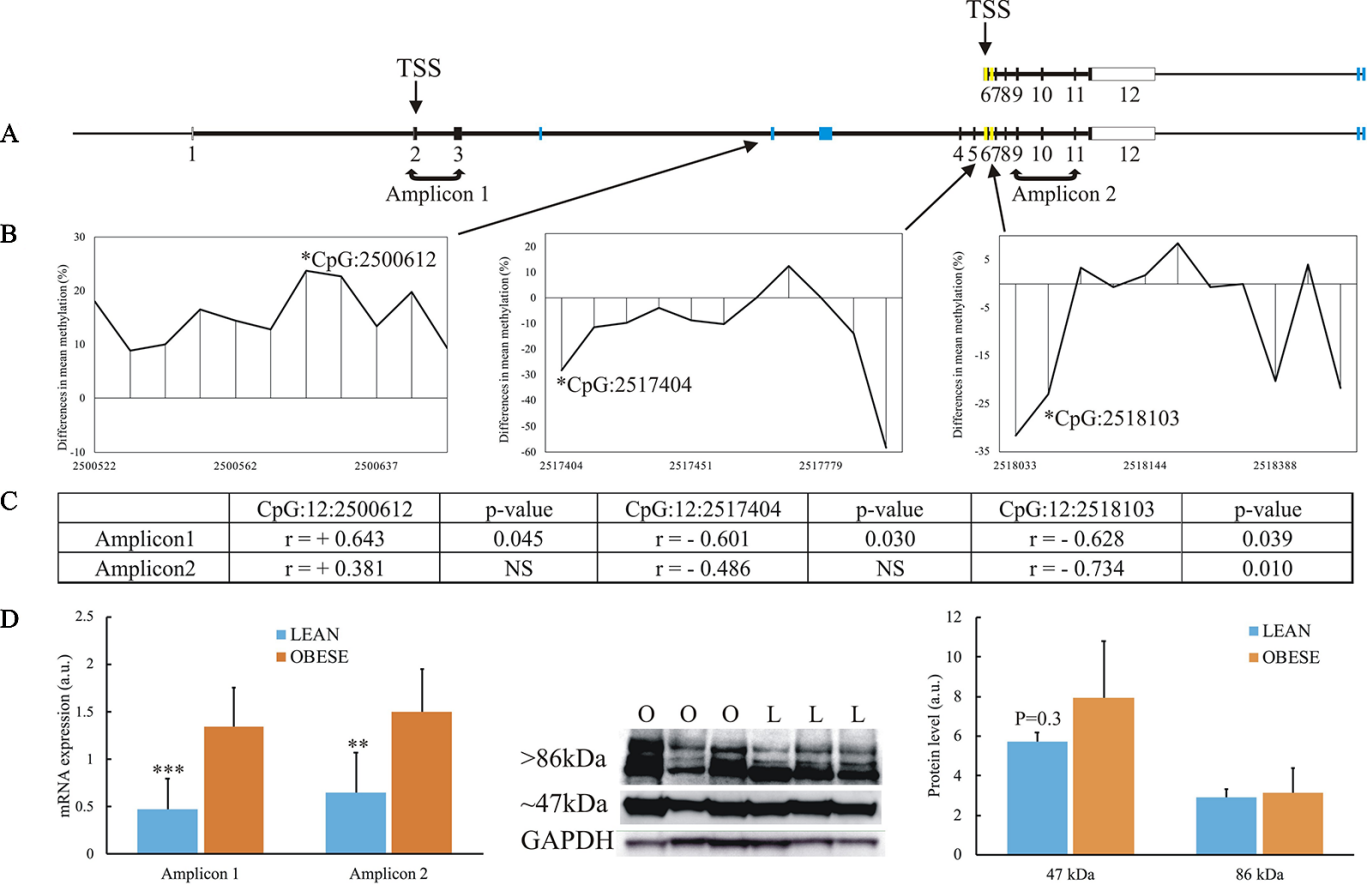
Focus on the *TBC1D16* gene. **(A)** Schematic representation of the small transcript and full-length of the porcine *TBC1D16* gene. Blue boxes represent the location of the 5 DMRs identified in the gene, and yellow boxes represent the additional differentially methylated regions in intron5 and intron6. **(B)** Mean differences in percentage of methylation between the obese and lean animals in 3 DMRs (RRBS), where the methylation levels correlated with *TBC1D16* expression level. Hypermethylation in obese animals are denoted as positive difference, and hypomethylation in obese animals is denoted as negative difference. Each peak represents a methylated CpG. **(C)** The correlation between the methylation of 3 CpGs and expression level of the amplicons targeting only the full-length *TBC1D16* (Amplicon1) and all *TBC1D16* transcripts (Amplicon2), See **Supplementary Figures S7** for the correlation analysis. **(D)** Gene expression and protein expression of porcine TBC1D16. Lean animals; L and blue columns. Obese animals; O and orange columns. NS, Not significant. ** p < 0.0001, *** p < 0.01.

### Transcription Binding Site Analyses

To identify transcription factor (TF) networks that could influence the expression of the identified genes, we used the tool LASAGNA (Lee and Huang, 2013) to search for putative TF binding sites on DNA regions showing a significant correlation between the methylation level at a specific CpG (RRBS) and expression of the nearest gene. We identified putative binding sites for TFs in all of the identified correlated RRBS CpGs and also in intron5 of *TBC1D16*, where approximately half of the identified methylated CpGs contained putative binding sites for multiple TFs. 

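Transcription factors that Supplementary Table S4 names were looked up among the expressed genes. FOS (ENSSSCG00000002383, chromosome 7) was the most abundant of those named here, with 431 ± 194 FPKM (SD, n = 5) in lean and 184 ± 102 FPKM (SD, n = 5) in obese pigs, a log2 fold change of -1.32 (standard error 0.484, limma adjusted p = 0.185). JUN had 119 ± 53.7 FPKM (SD, n = 5) in lean and 58.7 ± 29.6 FPKM (SD, n = 5) in obese pigs, ATF3 46.9 ± 23.6 and 24.7 ± 19.3, and MYC 6.87 ± 4.13 and 4.76 ± 3.75. The log2 fold changes of JUN, ATF3 and MYC were -1.02, -1.13 and -0.50, with limma adjusted p-values of 0.220, 0.303 and 0.573. For ZEB1 the 5 lean pigs were all above the 5 obese pigs, with 3.08 ± 0.742 FPKM (SD, n = 5) in lean and 1.78 ± 0.304 FPKM (SD, n = 5) in obese pigs and a log2 fold change of -0.54 (limma adjusted p = 0.109). CEBPA went the other way, from 11.5 ± 4.26 FPKM (SD, n = 5) in lean to 18.0 ± 3.28 FPKM (SD, n = 5) in obese pigs, a log2 fold change of 0.65 (limma adjusted p = 0.171). The prediction of binding sites was not analysed here.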

We established the predicted TFs presence in the adipocytes (RNAseq data) and ranked the TFs according to their p-value calculated by the TRANSFAC TFBSs model. Data for all predictions are presented in **Supplementary Table S4**. **Figure 8** illustrates how *TBC1D16*, *PNPLA2*, and *PPARA* contain consensus-binding sites for the 3 TFs; STAT1, HIF1A, and TP53, respectively.

**Figure 8:**
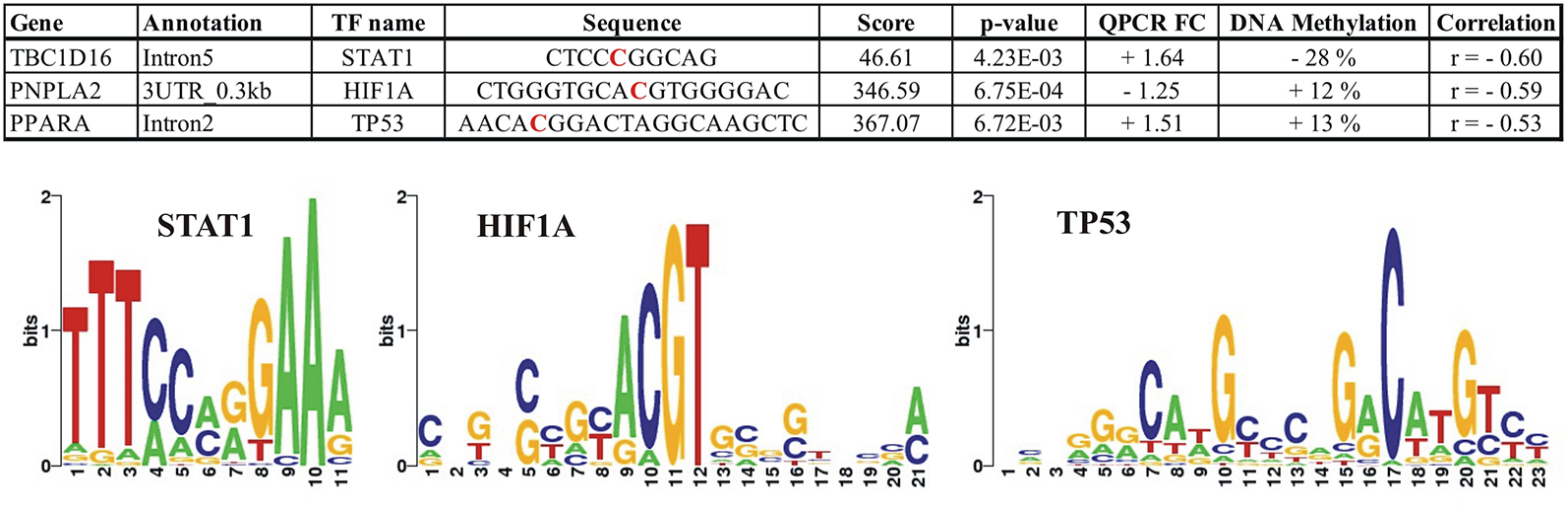
Illustration of the predicted putative binding sites for the transcriptions factors; STAT1, HIF1A, and TP53 within the differential methylated CpGs located in the *TBC1D16*, *PNPLA2*, and *PPARA* genes, respectively. The red bases in the sequences correspond to the positions where differential methylation is identified. For *TBC1D16*, this position corresponds to position 6 in the STAT1 motif, and for *PNPLA2* the differential methylated CpG is localized in position 10 in the HIF1A motif. The differential methylated CpG in PNPLA2 is localized in position 8 in the TP53 motif. + FC (Fold Change); Upregulated in obesity, − FC; Downregulated in obesity. DNA methylation; + increase methylation in obesity, − decreased methylation in obesity.

## Discussion

We established the genome wide DNA methylation profile of adipocytes from lean and obese pigs using two different technical approaches and conducted a comprehensive integrated analysis of the epigenomic data with the transcriptome from the same adipocytes. We found that methylation pattern of adipocytes of obese pigs is altered in 7985 regions, that we assigned to 3529 unique genes. The genomic distribution of the identified DMRs is consistent with the results reported in similar studies, that is, fewer near promoter regions and 5′- and 3′UTRs, and the majority in exons, introns, and intergenic regions (Arner et al., 2015).

Here we identified genes already described as playing a role in obesity but also, we discovered several new candidate genes that may be involved in the development of obesity. 

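Ranked by the Mann-Whitney p-value in the authors' deposited table, the smallest value, 3.7e-14, was shared by 3 RRBS regions, at SOCS4, ZMYND11 and near EPB41L3. A p-value this small counts more than 1 value per pig and does not measure the spread between pigs. The region in SOCS4 (ENSSSCG00000005053) lies on chromosome 1 from 204886283 to 204886362, within a gene locus from 204886220 to 204901845, and holds 10 CpGs. It was methylated to 14.0% in obese pigs and to 4.91e-05% in lean pigs in the authors' deposited table, a difference of 14.0 points. At ZMYND11 and near EPB41L3 the lean values were 4.09e-05% and 2.73e-05%, and values this small are read as 0. In the authors' deposited table for 3 pigs per group, an overlapping region from 204886289 to 204886384 had 16.7% in obese and 2.33% in lean pigs. The q-value of the SOCS4 region from at least 5 pigs per group was 1.7e-05 in the authors' deposited table, and 29 regions had a smaller one. By the 2D Kolmogorov-Smirnov p-value (1.2e-10), the region came 30th in the authors' deposited table. An absolute difference larger than that of the SOCS4 region was found in the authors' deposited table for 205 regions. The smallest q-values in the authors' deposited table belonged to a hypo-methylated region in RASD1 (2.2e-15, 0.508% in obese and 13.6% in lean pigs) and a hyper-methylated region near OTX2 (7.9e-15, 24.0% and 1.42%), both named after their values were seen.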

Interestingly, the most significant DMR (*p* = 3.7E–14) in our RRBS data analysis between obese and lean animals, is localized in exon1 of the *SOCS4* gene [**Supplementary Table S1(2)**], where methylation is increased by 13% in obese animals. The RNAseq data revealed that this gene is also significantly upregulated in obese animals [**Supplementary Table S1(4)**]. 

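SOCS4 expression was 4.87 ± 1.05 FPKM (SD, n = 5) in lean and 7.62 ± 2.02 FPKM (SD, n = 5) in obese pigs. The log2 fold change was 0.53 (standard error 0.193, limma adjusted p = 0.182), and 4 of the 5 obese pigs exceeded the mean of the lean pigs (two-sided exact permutation test, p = 0.0476). In the fits leaving out one pig it stayed between 0.45 and 0.70. The log2 fold change in the authors' deposited table of cuffdiff was 0.67 with a q-value of 0.0141.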

There are eight mammalian SOCS proteins; SOCS1–3 has been linked to regulation of cytokine signaling, whereas SOCS4–7 has been associated with grow factor receptor signaling (Trengove and Ward, 2013). Since we did not validate and confirm the *SOCS4* expression by qPCR in additional animals, only a subset of the animals shows that the *SOCS4* expression in adipocytes is reprogrammed by DNA methylation changes.

Four of the most significant mDNAcap regions are located in the *SNORD116* region, where hypermethylation is seen in the obese animals [**Supplementary Table S1(1)**]. 

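The p-value was given as 0 for 95 regions in the authors' deposited table, 41 of them hyper-methylated. Their median normalized count was 431, against 15.3 for the other regions past the threshold. On chromosome 1, 3 hyper-methylated regions of this kind lie over copies of SNORD116, a small nucleolar RNA gene. The first spans 157999601 to 158003100, with a normalized count of 207 ± 87.4 (SD, n = 11) in obese and 128 ± 62.9 (SD, n = 11) in lean pigs. The second spans 158004801 to 158007800, with 156 ± 77.9 (SD, n = 11) and 91.5 ± 49.9 (SD, n = 11), and the third 158008101 to 158010000, with 130 ± 62.3 (SD, n = 11) and 68.9 ± 50.5 (SD, n = 11). Their log2 fold changes in the authors' deposited table were 0.69, 0.77 and 0.92. Of the 11 obese animals, 10 exceeded the lean median in the first region and 9 in each of the others, and 3, 4 and 5 exceeded all lean animals. The next deposited region, from 158061401 to 158062600, lies 51697 bases from the nearest copy and had a log2 fold change of -0.84 in the authors' deposited table.

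**Figure D3:**
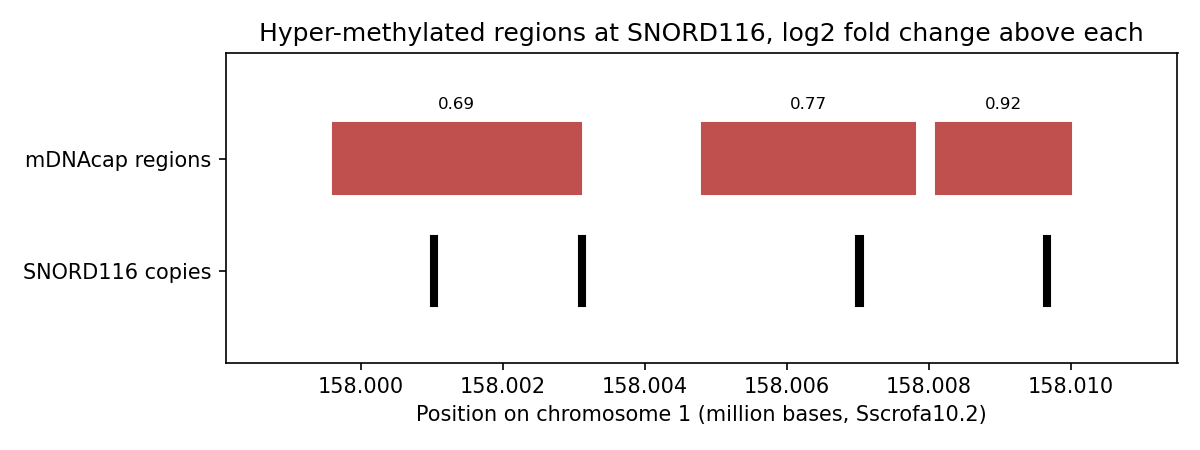
Map of chromosome 1 of Sscrofa10.2 (position in bases) with the 4 SNORD116 copies that have an FPKM above 0 and the 3 hyper-methylated mDNAcap regions, each drawn to scale with its log2 fold change. The regions with 0.69, 0.77 and 0.92 each cover at least 1 copy.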

Our RNAseq data also revealed a marked upregulation of the *SNORD116* transcripts in obese animals (FC = 2.2, padj = 2.89E–4, however the expression is relatively low in the adipocytes [BaseMean = 10.4, **Supplementary Table S1(5)**]. 

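The FPKM tables hold 6 SNORD116 copies, of which 4 have values and 2, from 157991388 to 157991469 and from 157993113 to 157993193, are listed at 0 in all 11 libraries. For the copy with the highest FPKM (ENSSSCG00000029014, chromosome 1, 158000986 to 158001077), values were 14829 ± 4492 FPKM (SD, n = 5) in lean and 22293 ± 4797 FPKM (SD, n = 5) in obese pigs, a log2 fold change of 0.61 (standard error 0.260, limma adjusted p = 0.221). All 5 obese pigs exceeded the mean of the lean pigs (two-sided exact permutation test, p = 0.0476). For the other 3 copies with values the log2 fold changes were 0.60, 0.80 and 0.34, with limma adjusted p-values of 0.518, 0.536 and 0.779, and the last of these was -0.01 without obese pig-433. The FPKM values of the 4 copies within a library were whole multiples of one step, which corresponds to 16 to 95 steps for the first copy and 1 to 7 for the others. The small RNA counts behind the paper's fold change were not used here.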

The *SNORD116* cluster is part of an imprinted chromosomal segment, that is critical to the development of Prader Willi syndrome (PWS) (Fontana et al., 2017). PWS is a disorder that causes, among other dysfunctions, life-threatening obesity. Since *SNORD116* is mainly expressed in the brain, where it is involved in the regulation of food intake (Qi et al., 2016), it is unclear whether this epigenetic remodeling of SNORD116 in the adipocytes is of great importance. Several studies have compared methylation patterns in across tissues and cell types, and found that methylation consistent profiles, notably between circulating leukocytes and others tissues (Bacos et al., 2016; Crujeiras et al., 2017; Wahl et al., 2017). Whether *SNORD116* is also hypermethylated and upregulated in the brain of the obese pigs remain to be investigated.

Functional enrichment analysis of DMRs and DE genes shows that pathways altered in adiposity are similar to what is described in matching human obesity studies. Genes related to metabolic, cancer, focal adhesion, MAPK- and insulin signaling are among the most significant over-represented pathways (Arner et al., 2015; Benton et al., 2015; Dahlman et al., 2015; Ronn et al., 2015). These findings are also in accordance with a study comparing the differences in adipose tissue methylation between a lean pig breed and an obesity prone pig breed, in which the same pathways have been implicated (Yang et al., 2016). Of interest, in the present study, pathways associated with inflammation and the immune system were not among the most significantly over-represented pathways in the functional enrichment analysis. This is likely due to the fact that we conducted our investigation in isolated mature adipocytes, whereas most studies investigated whole adipose tissue, where infiltrated immune cells probably have a large impact on the overall methylation profile (Nilsson et al., 2014; Ronn et al., 2015; Pietiläinen et al., 2016).

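Of 28 marker genes of macrophages and other leukocytes listed before the data were examined, 5 were found by name at a mean FPKM of 1. The most abundant was C1QC. A marker that was not found may lack a named entry, so the number found does not measure the purity of the adipocytes. The median log2 fold change of the 5 genes was -0.13, all 5 in the same direction (camera with a preset correlation of 0.01, adjusted p = 0.381). The adjusted p-value was between 0.0466 and 0.717 in the fits that each left out one pig. No gene of this list had an adjusted p-value under 0.05 in limma, either over all genes tested or adjusted over the list alone, and 0 had an unadjusted p-value under 0.05. The paper proposes that the isolation of mature adipocytes accounts for the low rank of pathways of inflammation in its enrichment analysis, which was not analysed here.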

We validated 58% (25/43) of the DE genes by high-throughput RT-qPCR. Several of these genes, like *LEP*, *PPARA*, *PPARD*, *LPIN1*, *SREBP1*, and *ADIPOQ* are described in obesity in both humans and mice. 

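LEP (ENSSSCG00000016588, chromosome 18, 21201786 to 21204671) had 28.9 ± 20.9 FPKM (SD, n = 5) in lean and 118 ± 28.8 FPKM (SD, n = 5) in obese pigs. Its log2 fold change was 2.29 (standard error 0.475, limma adjusted p = 0.0896), and all obese pigs were above all lean pigs (two-sided exact permutation test, p = 0.00794). PPARD (ENSSSCG00000001539, chromosome 7) had 8.18 ± 5.68 FPKM (SD, n = 5) in lean and 15.4 ± 8.04 FPKM (SD, n = 5) in obese pigs, a log2 fold change of 0.99 (limma adjusted p = 0.271). SREBP1, listed as SREBF1 (ENSSSCG00000023124) on an unplaced sequence, had 8.35 ± 3.66 FPKM (SD, n = 5) in lean and 13.4 ± 6.49 FPKM (SD, n = 5) in obese pigs, a log2 fold change of 0.63 (limma adjusted p = 0.345). In the panel of 83 genes, 44 were called in the authors' deposited table of cuffdiff, and 25 of these have an RT-qPCR p-value under 0.05 in the paper's supplementary table.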

To our knowledge, the *MGMT*, and *NPEPL1* genes, for which the gene expression levels correlated significantly with methylation level, have not been associated with obesity. 

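NPEPL1 (ENSSSCG00000007517) spans 66142062 to 66157629 on chromosome 17. STX16 (ENSSSCG00000007516) lies before it, from 66106714 to 66134997, and GNAS (ENSSSCG00000007520) after it, from 66304009 to 66423430. NPEPL1 expression was 4.71 ± 0.124 FPKM (SD, n = 5) in lean and 6.68 ± 0.727 FPKM (SD, n = 5) in obese pigs, without overlap, a log2 fold change of 0.42 (limma adjusted p = 0.0838). The neighbours did not differ detectably, with log2 fold changes of 0.15 for STX16 (limma adjusted p = 0.347) and -0.10 for GNAS (limma adjusted p = 0.698), the latter 0.05 after quantile normalization. Around NPEPL1, the mDNAcap regions from 66139201 to 66140700 and from 66168401 to 66169400 were hypo-methylated by -34.8% and -30.6%. The region from 66212601 to 66213800 was 37.3% higher in obese pigs, with a normalized count of 35.8 ± 9.73 (SD, n = 11) against 26.0 ± 5.94 (SD, n = 11). In the authors' deposited table of RRBS for 3 pigs per group, the regions past NPEPL1 from 66164345 to 66164709 and from 66191631 to 66192033 were methylated to 25.5% and 57.8% in obese and to 7.96% and 68.4% in lean pigs (q = 1.3e-07 and 1). Of the regions in GNAS in that authors' deposited table, those from 66305477 to 66305732 and from 66320005 to 66320210 were methylated to 21.3% and 61.0% in obese and to 55.8% and 79.3% in lean pigs (q = 1e-10 and 0.56). The one from 66415269 to 66415449 went the other way in the authors' deposited table, with 50.6% in obese and 37.6% in lean pigs (q = 1).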

Not much is known about *NPEPL1* (aminopeptidase like 1), a gene genomically localized between *STX16* and *GNAS*. *GNAS* is an imprinted locus, and both imprinting inaccuracies in the *GNAS* locus and chromosomal deletion of the *STX16* gene give rise to the same disease phenotypes, notably increased adiposity (Grüters-Kieslich et al., 2017). This observation makes *NPEPL1* a potential novel candidate gene of interest for obesity physiopathology. In addition, *MGMT* (O-6-methylguanine-DNA methyltransferase), is known to participate in the defense against mutagenesis and toxicity from alkylating agents. Methylation of the *MGMT* promoter has been linked to the development of several forms of cancer (Sharma et al., 2009). 

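MGMT (ENSSSCG00000010756, chromosome 14, 150607123 to 150887541) had 19.5 ± 4.51 FPKM (SD, n = 5) in lean and 33.9 ± 9.45 FPKM (SD, n = 5) in obese pigs. This is a log2 fold change of 0.75 (standard error 0.209, limma adjusted p = 0.134), with all 5 obese pigs above the lean mean (two-sided exact permutation test, p = 0.0159). Without single pigs it remained between 0.63 and 0.87.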

We found that *MGMT* is upregulated in obese animals, and we detected a correlation between *MGMT* expression and methylation levels, which suggest that methylation of *MGMT*-DMR regulates *MGMT* expression. Given the important increase in oxidative DNA damage in obesity, upregulation of *MGMT* may be involved in the repair of DNA damages caused by obesity.

*TBC1D16* is also highly associated with the development of cancer due to hypomethylation in intron 5 of the gene that has been shown to reactivate a small transcript of *TBC1D16* (TBC1D16-47KD), which exacerbates melanoma growth and metastasis (Vizoso et al., 2015). Interestingly, we also see an upregulation of the *TBC1D16* transcripts and hypomethylation in the same location as in humans. However, due to both insufficient coverage of reads and incomplete assembly of the porcine reference genome in this region, we were not able to amplify the small transcript (TBC1D16-47KD), which may be regulated by methylation. Nevertheless, the protein expression of TBC1D16-47KB indicates a higher level of this isoform in the obese animals. 

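TBC1D16 expression was 1.65 ± 0.604 FPKM (SD, n = 5) in lean and 2.78 ± 0.410 FPKM (SD, n = 5) in obese pigs. The log2 fold change was 0.54 (standard error 0.159, limma adjusted p = 0.138), with a two-sided exact permutation p of 0.0159. In the fits without single pigs it lay between 0.43 and 0.62. The FPKM values are given for the whole gene, so that transcripts of TBC1D16 could not be told apart, and values of single CpGs in introns 5 and 6 were not analysed here.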

*TBC1D16* is also found significantly differentially methylated and regulated in obesity in two others studies (Pietiläinen et al., 2016; Crujeiras et al., 2017), but neither of these studies investigated the expression level of the small transcript (TBC1D16-47KD). Given that TBC1D16 is involved in the canonical PI3K/AKT pathway, which is found deregulated in both obesity and cancer, the activation of TBC1D16-47KD might be one of the links between obesity and cancer.

Here, we found that 13 genes show a correlation between methylation and gene expression level, of which 10 genes showed inverse correlations (i.e. increased methylation associated with decreased expression, or decreased methylation associated with increased expression, **Table 2**). Only *TBC1D16*, *DUSP10*, *IDS*, and *PPARA* showed positive correlations. The common appreciation is that methylation in promoter regions represses transcription of the nearby gene, and that methylation in gene bodies contributes to higher transcription (Jones, 2012; Yao et al., 2015; Grunert et al., 2016). The correlations we established provide further evidence that methylation can both stimulate and repress transcription, depending on the genomic localization of the epigenetic change. This is for example apparent in *PPARA* intron2, where both a positive and a negative correlation is shown, and these two differential methylated CpGs are only 9 kb apart (**Figure 5**). 

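Of the mDNAcap regions assigned to MGMT in Supplementary Table S3, 4 lie within the gene locus. The region from 150683801 to 150684900 had a normalized count of 26.9 ± 9.47 (SD, n = 11) in obese and 18.6 ± 4.93 (SD, n = 11) in lean pigs, and that from 150844901 to 150845900 had 19.4 ± 6.06 (SD, n = 11) and 12.6 ± 3.93 (SD, n = 11). The region between them, from 150709601 to 150711400, was hypo-methylated, with 23.9 ± 7.98 (SD, n = 11) in obese and 37.4 ± 7.58 (SD, n = 11) in lean pigs, and so was that from 150856601 to 150858000, with 13.2 ± 8.64 (SD, n = 11) and 23.9 ± 7.23 (SD, n = 11). Their adjusted p-values in the authors' deposited table were 0.00217, 0.00273, 6.37e-06 and 3.58e-06. Before the gene, the regions from 150534301 to 150535300 and from 150603801 to 150604800 were hypo-methylated, with 9.57 ± 3.63 (SD, n = 11) in obese against 15.8 ± 3.00 (SD, n = 11) in lean pigs and 10.5 ± 4.71 (SD, n = 11) against 17.0 ± 5.05 (SD, n = 11). Past the gene, the region from 150916701 to 150917800 had 33.9 ± 8.75 (SD, n = 11) in obese and 23.3 ± 5.07 (SD, n = 11) in lean pigs. An RRBS region within the gene, from 150630904 to 150631483, was methylated to 80.9% in obese and 91.1% in lean pigs in the authors' deposited table for 3 pigs per group (q = 1).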

For *MGMT*, methylation was found in the gene body (intron2), which is in line with the higher gene expression levels detected for that gene.

By using LASAGNA to identify potential transcriptional regulators, we found putative binding sites for TFs in all six genes inspected. **Figure 8** shows three of the potential TFs (STAT1, HIF1A, and TP53) that may regulate expression of the identified genes. HIF1A and TP53 are both well-known to regulate several genes involved in glucose and fatty acid metabolism, and are both expressed in adipocytes. 

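HIF1A (ENSSSCG00000005096, chromosome 1, 212130958 to 212179888) was expressed at 28.8 ± 7.07 FPKM (SD, n = 5) in lean and 33.7 ± 7.04 FPKM (SD, n = 5) in obese pigs, a log2 fold change of 0.23 (limma adjusted p = 0.498). The difference between the means was smaller than the SD between the lean pigs.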

Of note, binding of both HIF1A and TP53 have been shown to be methylation-sensitive TFs (Domcke et al., 2015). Expression of *PNPLA2* correlates negatively with the methylation of a CpG site located within the 3UTR region, which perfectly match with the knowledge that HIF1A is mainly activator of transcription. The differential methylated CpG in the binding site is localized in position 10 in the HIF1A motif (**Figure 8**), which is one of the most conserved bases in this motif. Thus, increased methylation in this CpG position could block HIF1A binding, and thereby repress the transcription of *PNPLA2*.

We found STAT1 is predicted to bind directly in the differential methylated CpG in intron 5 of *TBC1D16*. STAT1 is regarded as a transcription activator (Satoh and Tabunoki, 2013) binding of STAT1in promoter region and 5UTRs of *TBC1D16* in obesity could therefore regulate the TBC1D16-47KB transcript as described earlier; hypomethylation of the STAT1 binding site could increase the binding of STAT1 and thereby, activate transcription of the short isoform of *TBC1D16*. Of potential interest, comparative mapping of the pig and the human genome indicates that *TBC1D16-DMR* in pig corresponds to a region in the human genome (17:79950940-79950840CRGh38.12), where both a promoter (ENSR00000565975) and a CTCF binding site (ENSR00000565978) are annotated. These results support that differential methylation in this region in the *TBC1D16* gene could have a direct impact on the expression of the small TBC1D16 transcript.

## Conclusion

In this study, we have extensively characterized DNA methylation in a cell-type specific manner. 

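Over the FPKM values, the first principal component held 25.7% of the variance and the second 12.6%. On the first component, the 6 obese libraries lay between -35.5 and -0.647 and the 5 lean libraries between -4.94 and 46.5, so that the groups overlapped at lean pig-402 and obese pig-473. From the differences in methylation and expression, the paper concludes that mature adipocytes differ between the lean and the obese state.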

We show that mature adipocytes differ between lean and obese individuals. Our data support that altered methylation in obesity may play a role in the perturbation of specific pathways involved in obesity and obesity-related metabolic diseases. The association between methylation and expression of genes implicated in obesity and obesity-related metabolic diseases supports a role of epigenetic remodeling in the development of obesity. Our cell-type specific analysis, using an animal organism with strong common physiological characteristics to humans constitutes a valuable resource for future work investigating further the role of DNA methylation in the etiology of obesity and associated disorders.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus (GEO) database GSE136754.

## Ethics Statement

All research involving both animal and tissue sampling were conducted according to the Danish “Animal Maintenance Act” (Act 432 dated 09/06/2004) and with the approval from the Danish Animal Experimental Board (J.nr 2007/561-1434).

## Author Contributions

MJ, RB, MF and CJ conceived and designed the study. MJ, SC, PK-M, CB, CM and MF accomplished the sample collection and MJ, CM, PK, PL, MG and SC performed the experiments. MJ, JH, CA, CM, SC, SP, CJ, RB and JG contributed to the analysis and interpretation of data. MJ wrote the manuscript. All authors revised critically and approved the manuscript.

## Funding

This study was supported by The Danish Independent Research Council (FTP 0602-01742B and DFF 1335-00127), The Lundbeck foundation (R34-A3587), Innovation Fund Denmark (0603-00320B). The Novo Nordisk Foundation Center for Basic Metabolic Research (http://www.cbmr.ku.dk) is an independent research Center at the University of Copenhagen, partially funded by an unrestricted donation from the Novo Nordisk Foundation.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Epigenetic and Transcriptomic Characterization of Pure Adipocyte Fractions From Obese Pigs Identifies Candidate Pathways Controlling Metabolism
**Source:** Front Genet. 2019 Dec 17;10:1268. doi: 10.3389/fgene.2019.01268

# Supplementary figures:

**S1:**

**A representative microscope picture of the isolated mature adipocytes.**

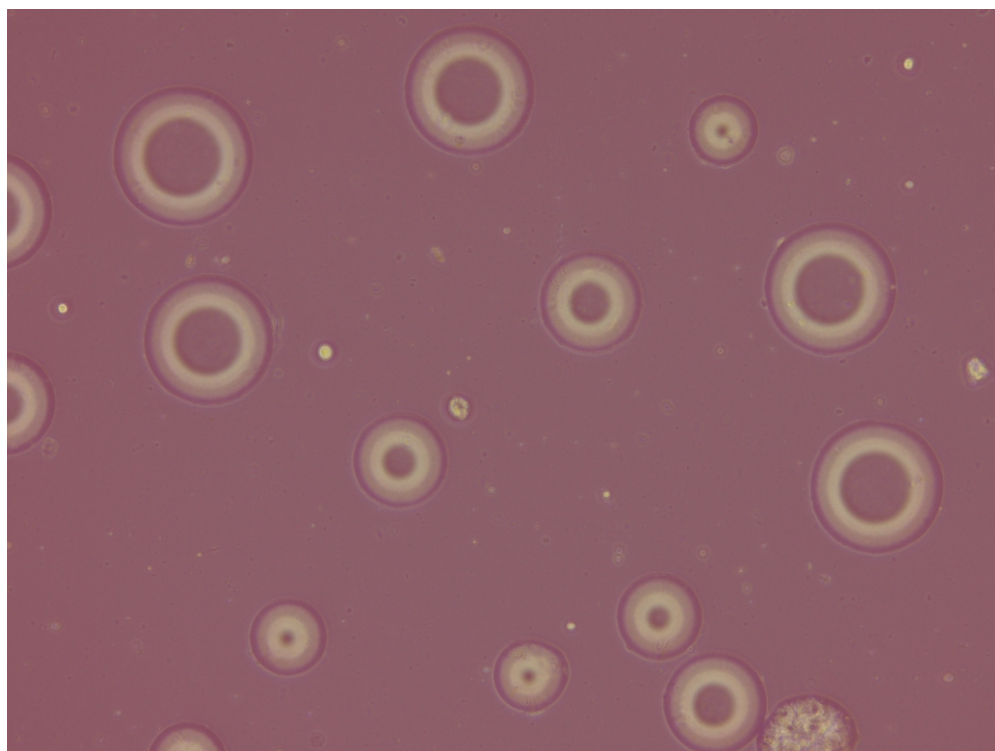

## S2:

### Manhattan plots of mDNAcap, RRBS and RNAseq data:

The figures show  $-\log P$ -values and  $-\log Q$ -values plotted against the chromosomal positions.

mDNAcap:

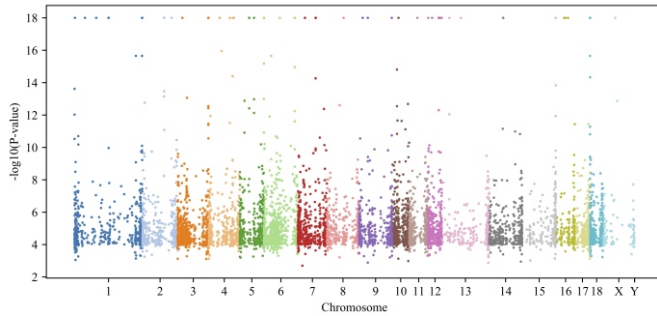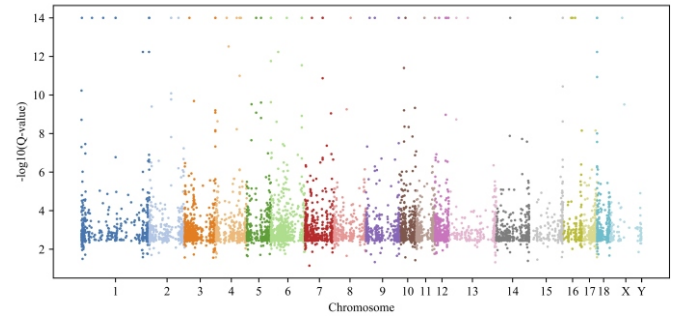

RRBS\_default:

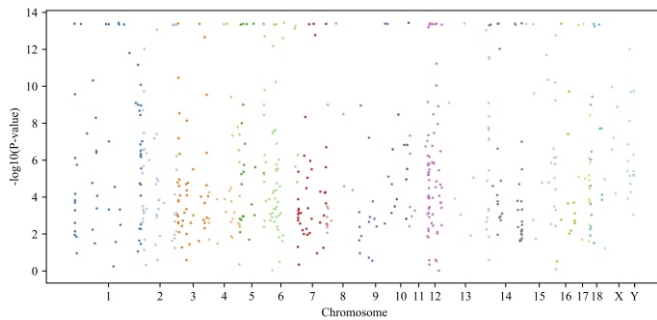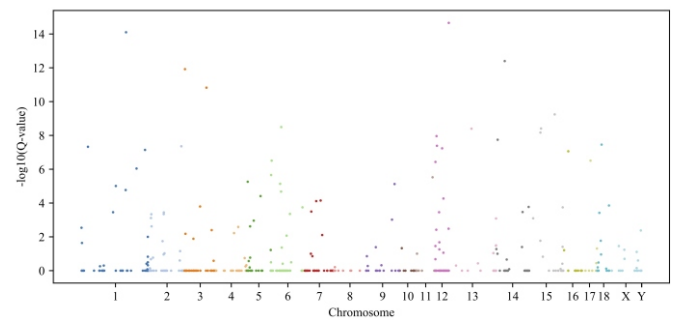

RNAseq:

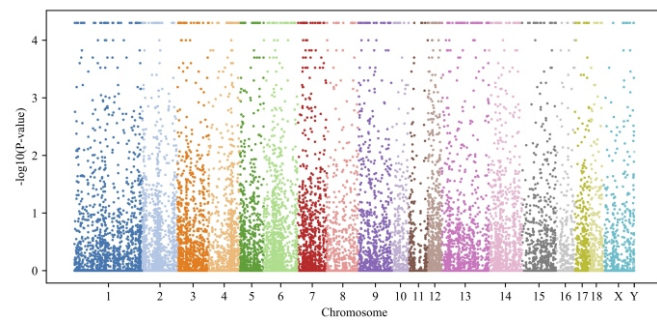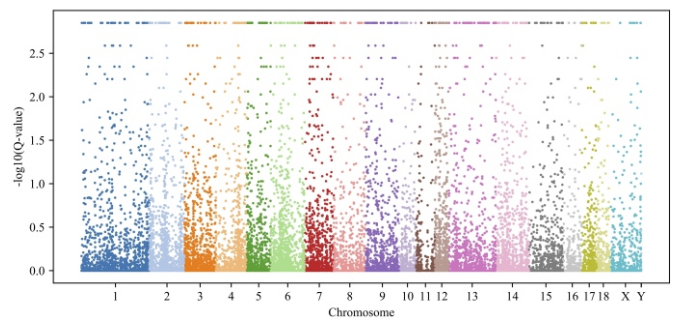

### QQ plots of mDNAcap, RRBS and RNAseq data:

The figures show the observed  $-\log_{10}$  of the p- and q-values versus  $-\log_{10}$  of the expected p- and q-values. (The expected values were calculated as  $(2 \cdot \text{rank} - 1) / 2 \cdot n$ , where rank is the observed value after sorting by the value).

mDNAcap:

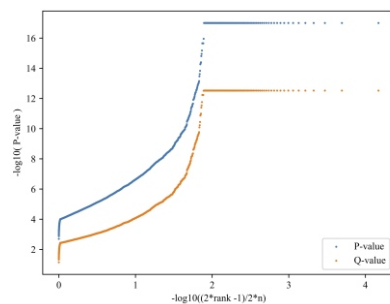

RRBS\_default:

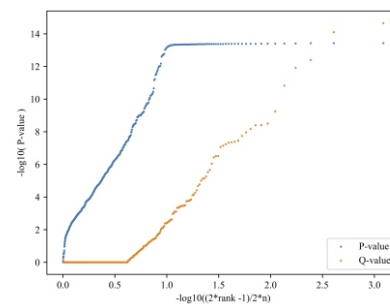

RNAseq:

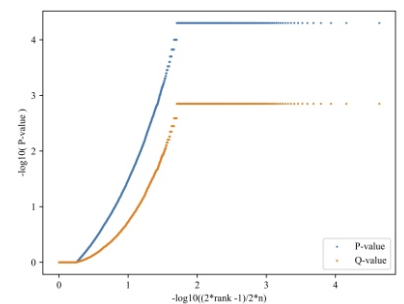

**S3:**

**Biplots of the PCA of the anthropometric and metabolic characteristic of the RNAseq males used.**

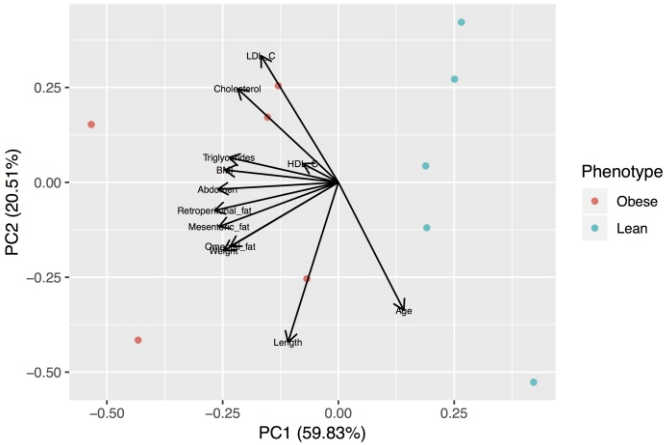

**PCA plots of mDNAcap, RRBS and RNAseq data:**

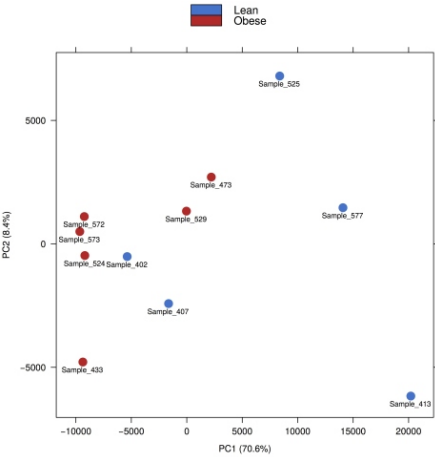

PCA plot of RNAseq

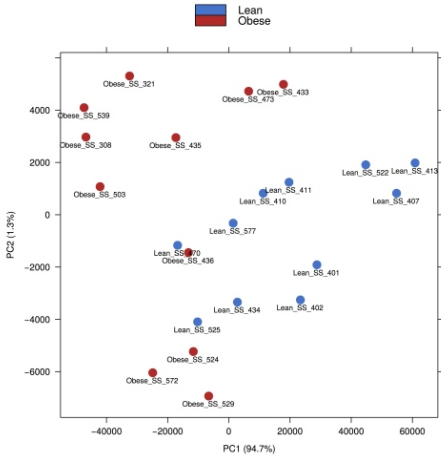

PCA plot of mDNAcap

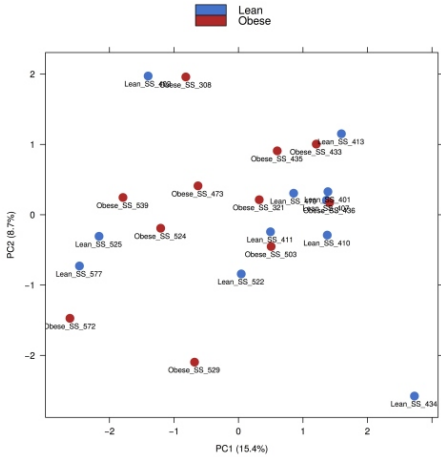

PCA plot of RRBS

S4:

## Correlation analysis between the differential expressed genes and differential methylated CpGs:

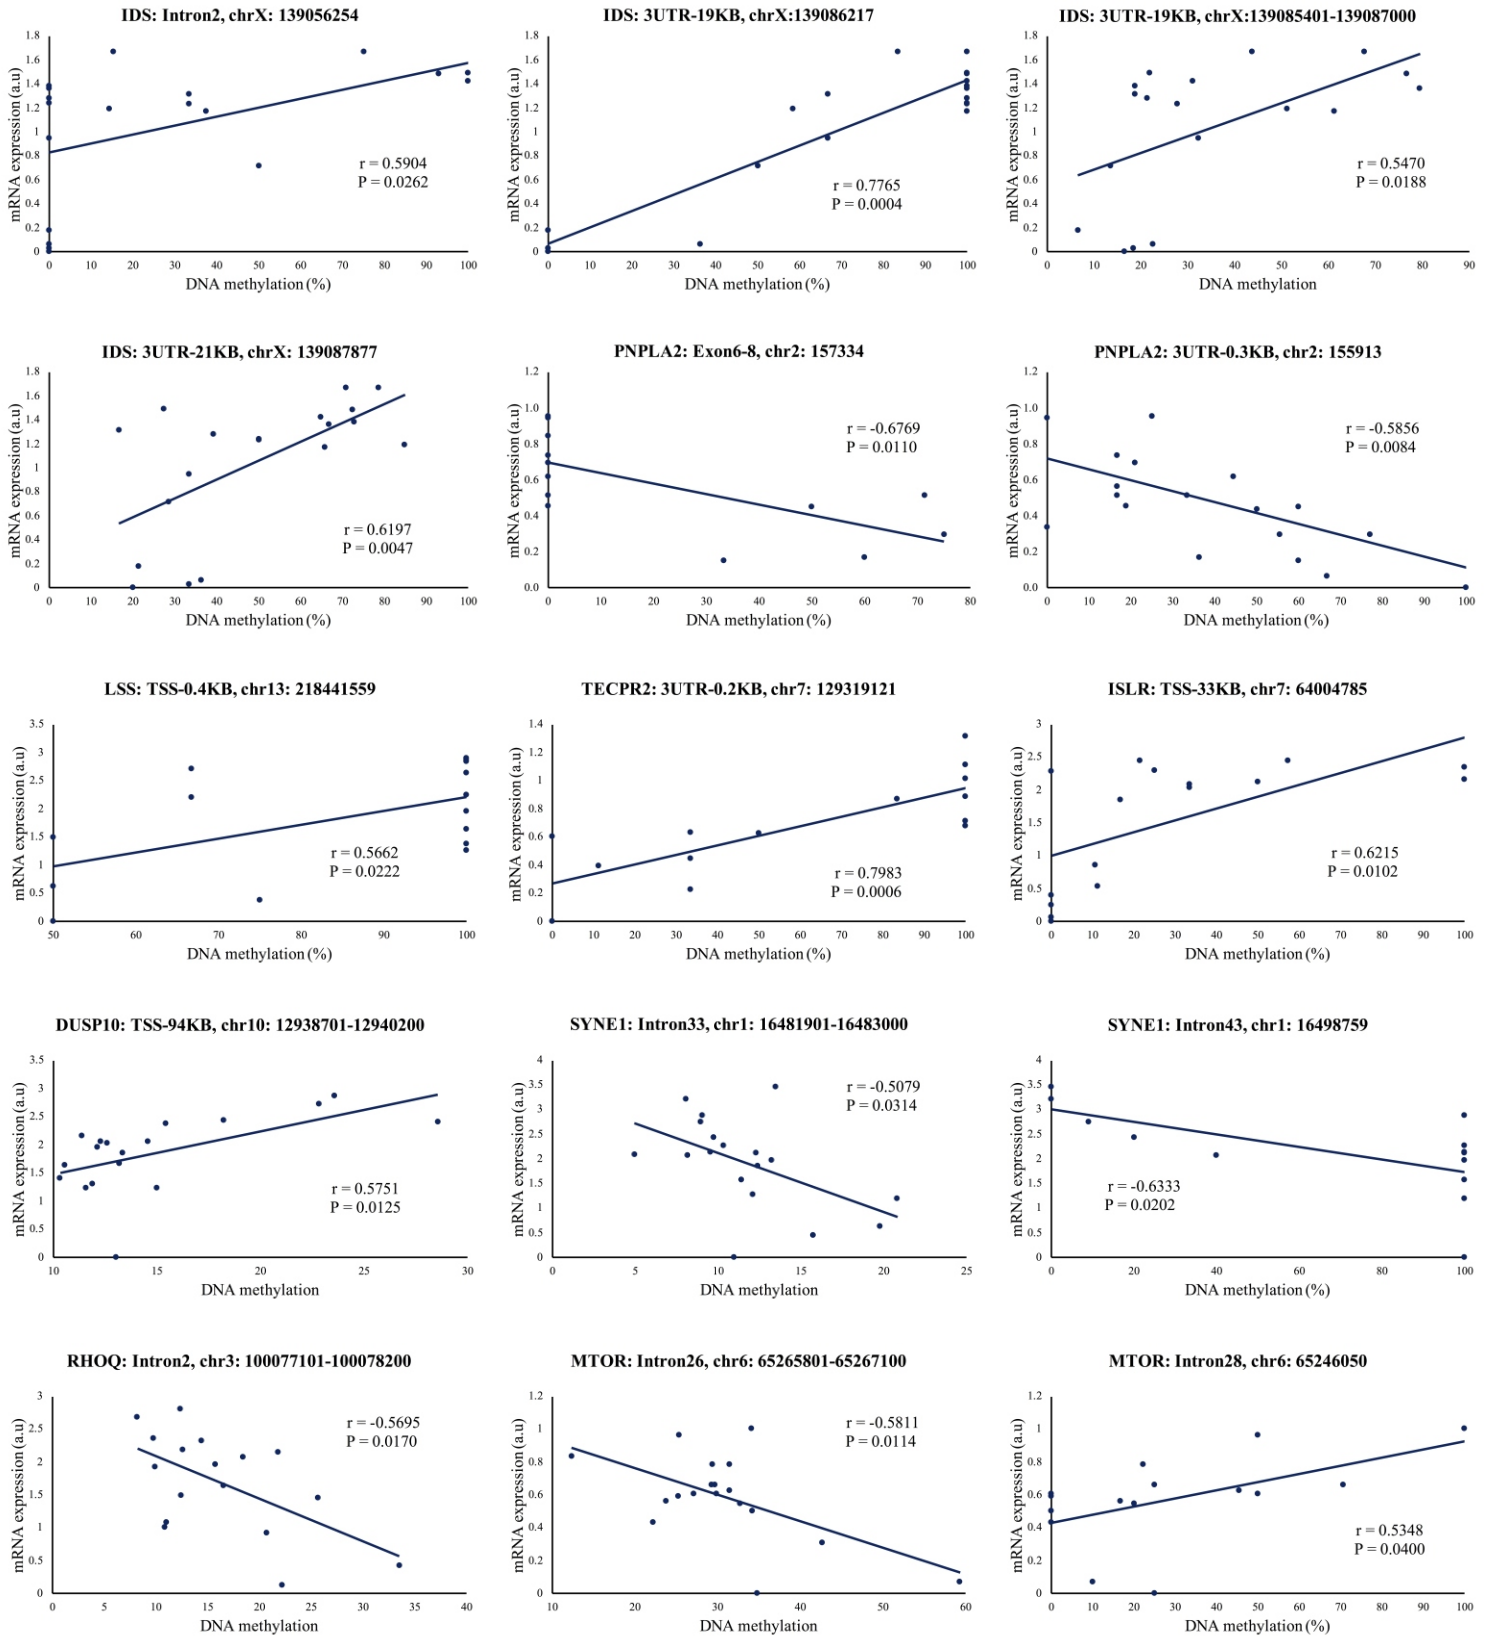

**S5:**

**Correlation analysis between the differential expressed genes and differential methylated CpGs:**

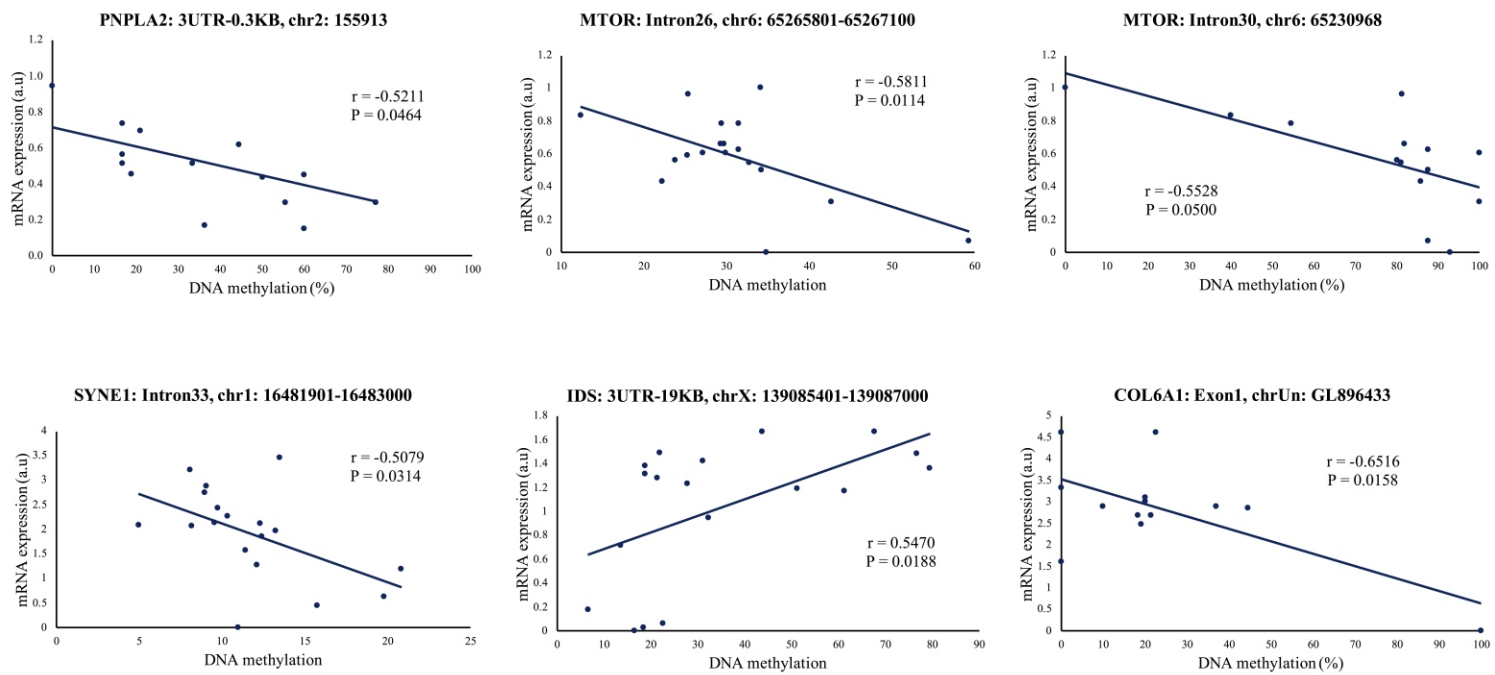

**S6:**

**Correlation analysis between the differential expressed genes and the metabolic characteristic:**

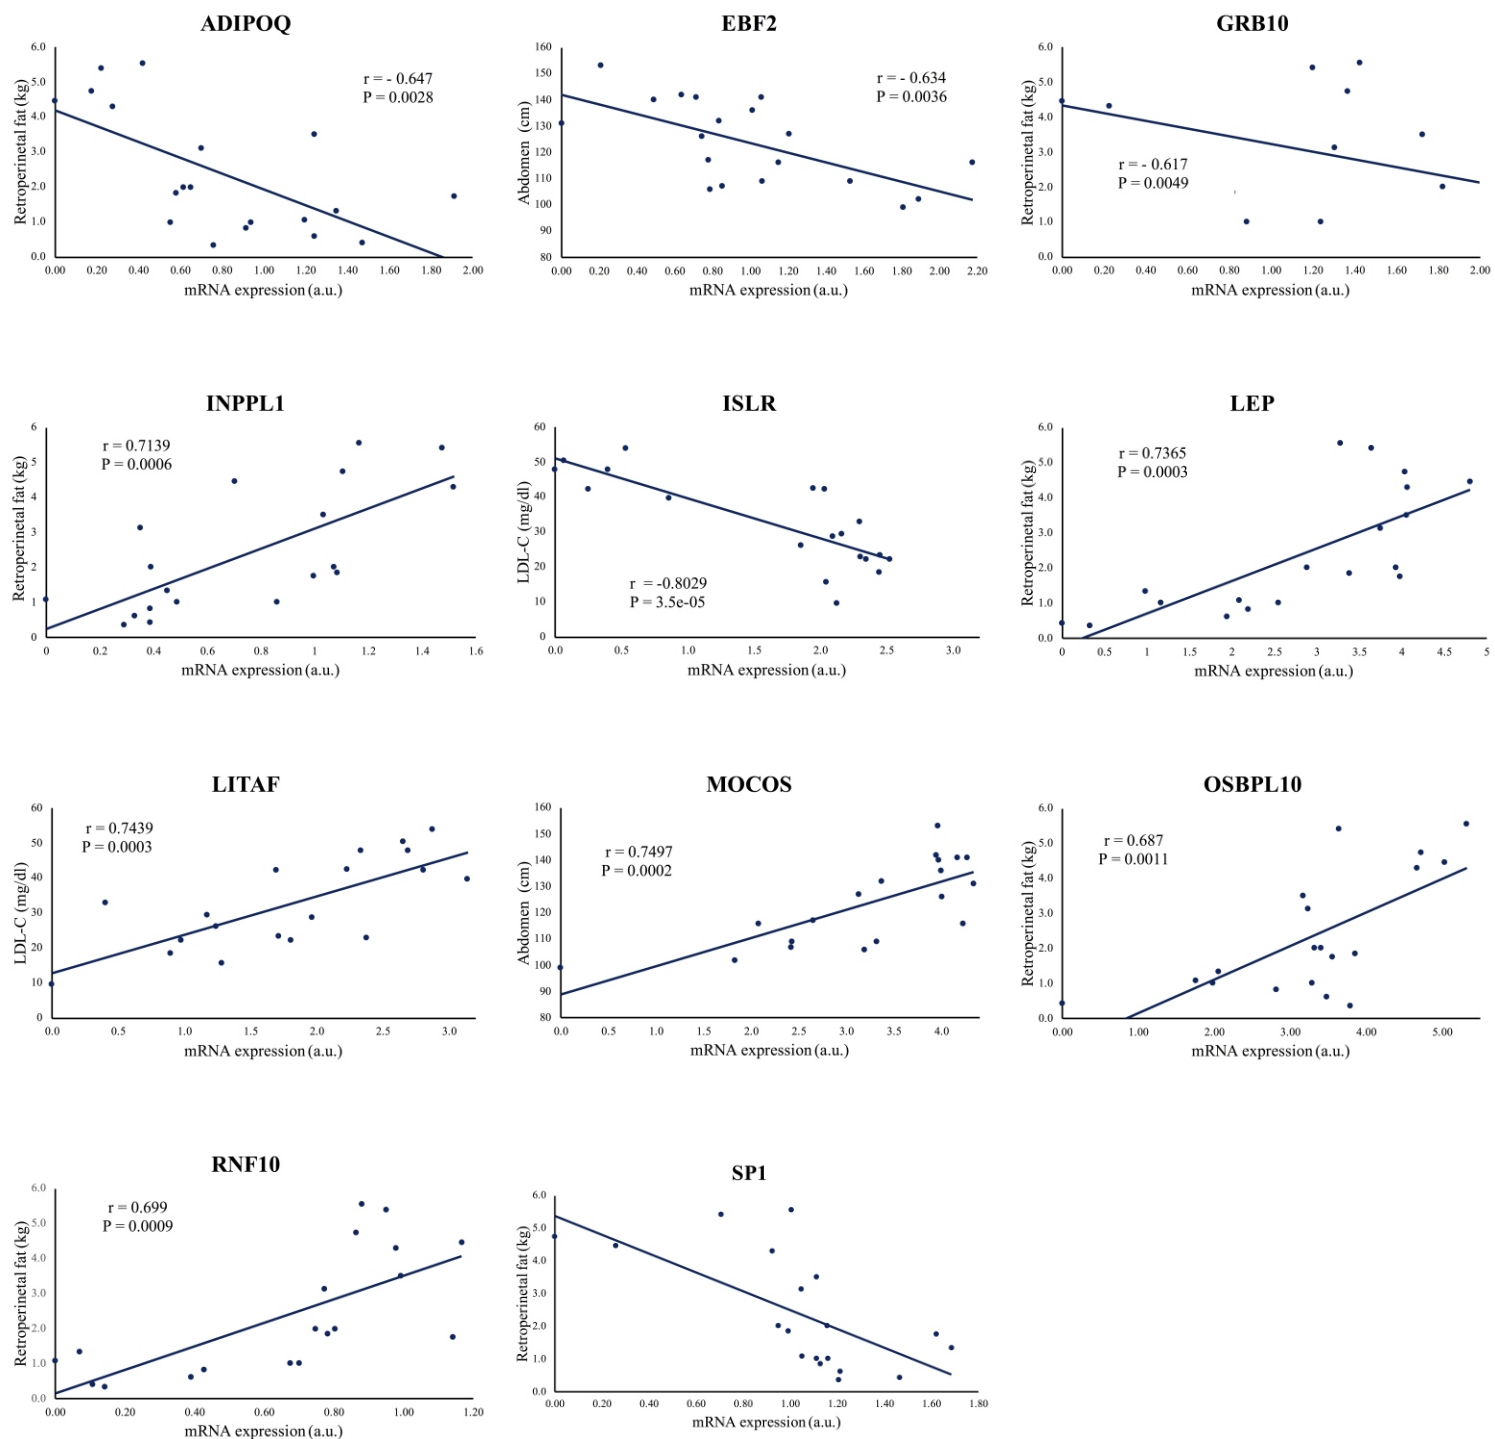

**S7:**

**Correlation analysis between TBC1D16 Amplicon1 and Amplicon2 and the differential methylated CpGs:**

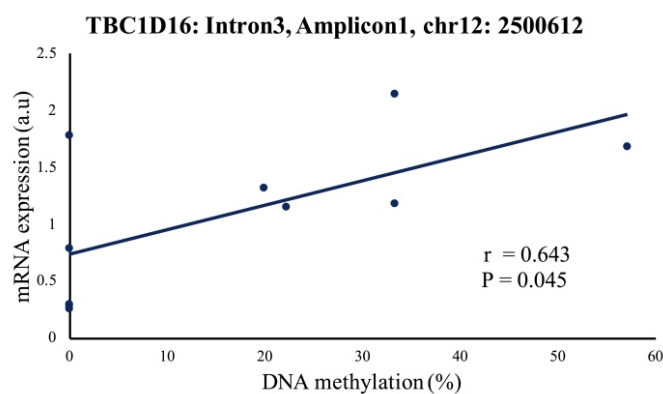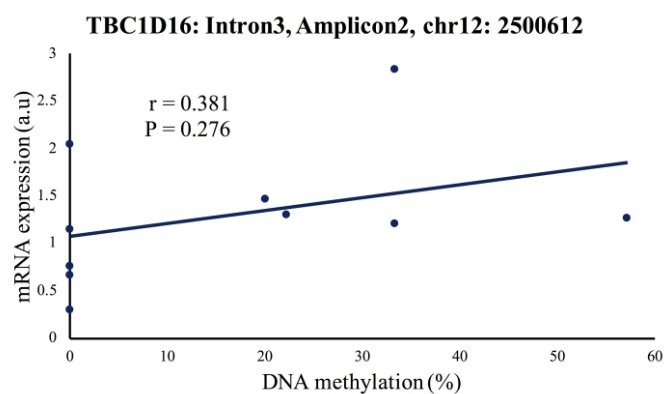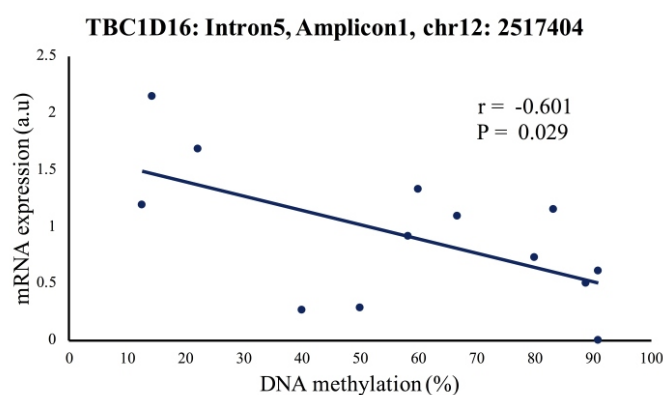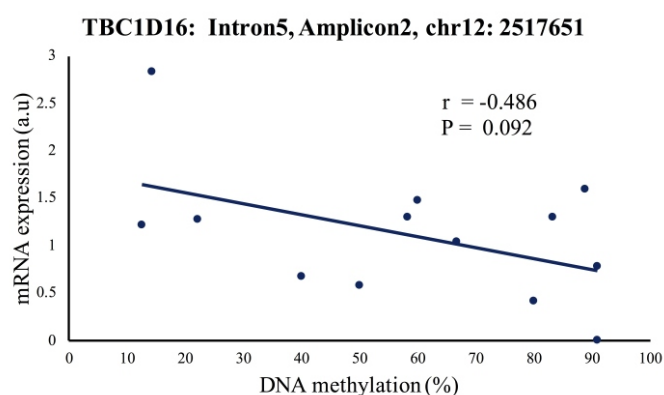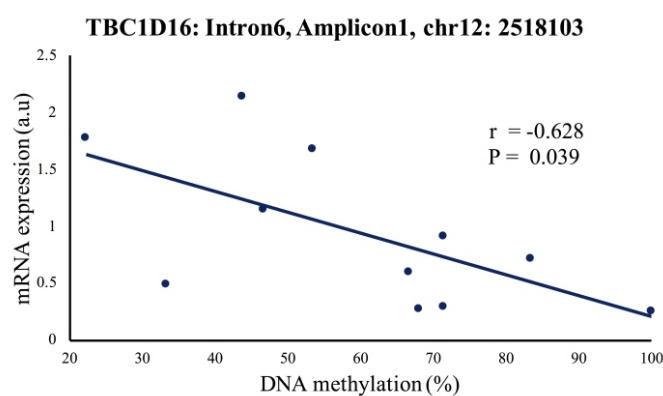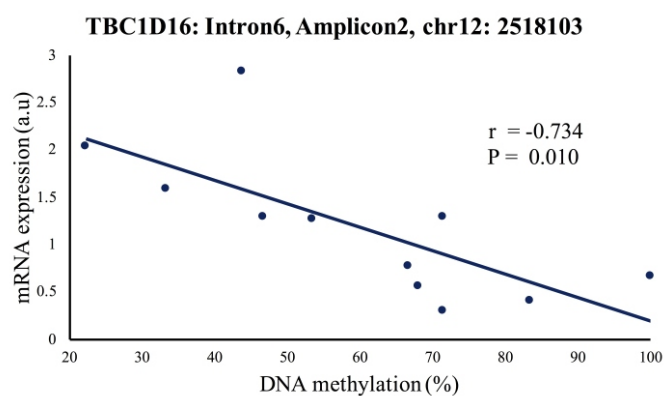

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

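RNA, captured methylated DNA and bisulfite-converted DNA were measured in mature adipocytes from retroperitoneal fat of lean and obese pigs. RNAseq covered 5 lean and 5 obese males with 11 libraries, since obese pig-572 has 2. The mDNAcap and RRBS samples are those of 11 lean and 12 obese pigs, and the authors' mDNAcap comparison holds 11 libraries of each group. Pigs were grouped by the labels of the samples. Pig-411, labelled obese, was counted as lean because the paper and the authors' comparison place it there. The second library of pig-572 carries another number in its description and was averaged with the first.

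For RNAseq, the authors mapped reads of ribosome-depleted RNA to Sscrofa10.2 and estimated FPKM values for each library with cufflinks, which scales fragments by transcript length and by the mapped fragments of the library. The authors' cuffdiff comparison gives the mean FPKM of each group, the ratio of the groups on the log2 scale, a p-value per gene and a q-value adjusted over the genes tested. For mDNAcap, the authors counted reads with diffReps 1.55.4 in windows of 1000 bases at steps of 100 bases and kept windows with a G-test p-value under 0.0001. The deposited value of a library in a region is a normalized count, the read count divided by one constant per library, and the deposited signal of a group is the mean of its normalized counts. The log2 fold change that the authors deposited is that of the group means, obese over lean, and they adjusted the p-value over 263723 windows. For RRBS, the authors called methylation at CpGs with at least 5 reads and searched regions with metilene. The deposited value of a group is a fraction, the mean methylation of the CpGs of a region over the libraries of the group. The score that the authors deposited beside it is the difference of these fractions or the number of CpGs. The authors' p-values for RRBS come from a Mann-Whitney test and a 2D Kolmogorov-Smirnov test, and metilene adjusted them to a q-value. Fractions and their differences were multiplied into percent and points.

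The FPKM tables hold 25337 entries with 25285 gene identifiers, and the values of the 52 entries that share an identifier with an earlier one were added to it. Genes with a failed estimate in at least 1 library, 9 in all, were not tested. Names came from the tables for 17790 genes, from a reference list of gene names for 1157 and from the paper's supplementary tables for 40, and 6298 genes had none. FPKM values were divided by size factors from the median of ratios, the libraries of pig-572 were averaged, and 10246 genes with a mean FPKM of at least 1 were tested on log2 of the value plus 1 with limma 3.58.1 (eBayes with trend) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes also had a two-sided exact permutation test over the 126 splits of the pigs with their mirrors. mDNAcap regions were those with an adjusted p-value under 0.05, and RRBS regions those with a Mann-Whitney p-value under 0.05, at least 10 CpGs and a mean difference of at least 0.1 as a fraction. The normalized counts of the 11 animals per group were compared with limma on log2 of the count plus 1. Gene loci were the positions in the FPKM tables. Overlaps and nearest genes were computed with bedtools 2.31.1, and the shares were compared by Fisher's exact test and by Mantel-Haenszel odds ratios within bins with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15. Figures were drawn with matplotlib 3.10.9. Correlations were tested with 100000 permutations.

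The depth of the RNAseq libraries cannot be read from FPKM values. Their precision was taken from the bounds that cufflinks gave and from the number of genes at an FPKM of at least 1. The paper gives an average number of reads per sample for mDNAcap and a range of genome-wide base coverage for RRBS. For single mDNAcap libraries, the reads within the regions and the mean read count per bin are known. For RRBS, the depth of single libraries and of single regions is unknown. The genes named in the text follow a rule set before the data were examined. It takes every gene that the paper names in its text or Table 2, the RT-qPCR panel as a summary, the transcription factors that Supplementary Table S4 calls regulated, and the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold without overlap between the groups, of which C10ORF46 was the single one. For regions it takes the 3 with the lowest adjusted p-value in each direction and those at genes that the paper names. Exceptions are marked where they stand, and 2 genes that the rule takes are not reported here.

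Gene lists were written before the data were examined and tested with camera at a preset correlation of 0.01, with adjustment over the lists tested. The lists, with the number of genes tested, were the response to tissue dissociation (27 of 34), macrophages and leukocytes (5 of 28), fibroblasts and preadipocytes (18 of 21), mural cells (3 of 9), adipocytes (14 of 18), ribosomal proteins (74), cholesterol synthesis (23 of 24), fatty acid synthesis (12 of 16) and oxidative phosphorylation (84). A gene with 2 loci counts as 2. The lists of endothelial (2 of 16), mesothelial (0 of 10) and erythroid genes (2 of 8) had too few genes at a mean FPKM of 1 and were not tested. Genes were found by name, so a gene without an entry of its name counts as missing, ADIPOQ among them. The results of all lists stand in the closing section.

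Alternatives changed one choice at a time. For RNAseq they were the pseudocount, the filter on low values, the scaling, the use of the libraries of pig-572, each pig left out, the trend in eBayes and a minimum fold change. For the lists they included the estimated correlation and fry, for the regions the thresholds, for the animals the scaling and the test, and for the joining of genes and regions the distance and the assay. The number of genes or regions past the threshold was compared with 100 splits of the samples into groups of the same sizes. The fits were tested on simulated data. With 200 of the genes changed by 2 on the log2 scale in simulated libraries of 5 against 5, 189 were recovered (94.5%). With a change of 1 it was 157 (78.5%), and with none changed 0 genes were called. Unchanged genes called in the first 2 cases numbered 14 and 10. The changed genes were drawn at random, with noise independent between genes. Genes called by cuffdiff had a median coefficient of variation of 0.344, against 0.173 for the others, so these shares do not give the power for them. The recomputed G-test was checked against the authors' p-values and came within 0.05 on the log10 scale in 98.7% of the regions.

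Left out were the authors' table of hotspots, which restates the positions of the mDNAcap regions, and the overlap or enrichment of gene lists in supplementary tables that are held in part. Small RNA counts, RT-qPCR values of single animals, Western blots, pathway enrichment, predicted binding sites and correlations of methylation with expression or with traits of the animals were not analysed here. No test within one sex was made on the mDNAcap regions, because no count was assigned to a pig from its position.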

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

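None of the tests in this part was chosen only after its result was seen. Of 118 groups of samples examined for a sample far from the others, 5 had one, where chance gives 5.9.

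In 3 of these groups the distant sample concerns a named gene, on the scale of log2 of FPKM plus 1. LPIN1 was at 5.83 in obese pig-433, and the other obese pigs lay between 4.83 and 5.10. Without that pig its log2 fold change was -0.24. SP1 in the same pig was at 2.78 against 2.18 to 2.25, with a log2 fold change of -0.35 without it. ISLR was at 4.30 in obese pig-572 against 5.50 to 5.80, and its log2 fold change went from -0.62 to -0.36 without that pig. The number of such groups is what chance gives, and no explanation of a single one was tested.

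The library labelled pig-572(B) had 8962 genes at an FPKM of 1 or more, and the other obese libraries had between 9879 and 10306. A library of another pig was tested as an explanation. The libraries of pig-572 parted at 64 genes that were present in one and near 0 in the other, and 14 of the 54 pairs of libraries from different pigs parted at fewer. None of these 14 pairs holds pig-572(B), which parted from the 9 libraries of other pigs at 68 to 92 genes. The correlation between the libraries of pig-572 was 0.951, that of pig-572(B) with the other pigs was between 0.892 and 0.941, and 1 pair of different pigs had a higher one. By these 2 measures the library nearest to pig-572(B) is the first of pig-572, while over the 1000 most variable genes that of obese pig-524 is nearer (r = 0.133, against 0.0831), and the libraries of pig-572 are no more alike than some of different pigs. A second library of this pig and a library of another animal cannot be told apart, because a library of lower quality may part from every other one, its own pig included. With the first library alone the count of genes past the threshold was 1, and with the second alone it was 10.

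Small RNA genes took 67.8% of the summed FPKM in obese pig-524, and between 73.7% and 77.1% in the other obese libraries. The lowest lean library, that of pig-402, had 66.2%. Neither a technical nor a biological explanation was tested for this share.

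C10ORF46, which the paper does not discuss, rose by a log2 fold change of 1.01 in obese pigs and was the 1 gene past the threshold. Its adjusted p-value was between 0.00233 without lean pig-407 and 0.0892 without scaling. Of 100 splits of the 10 pigs into groups of 5, the real one included, 14 gave at least 1 gene, so that a count of 1 may arise from a split that has nothing to do with obesity. The number of genes with an unadjusted p-value under 0.05 was reached by 2 of the 100 splits, which speaks against an arbitrary split as the explanation of the difference as a whole. Obesity and anything that differs with it stay open as explanations.

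The list of the response to tissue dissociation fell by a median log2 fold change of -0.70 in obese pigs, 20 of its 27 genes being lower (camera, adjusted p = 0.00546). No gene of the list passed the threshold, either adjusted over the list alone or over all genes tested, and 10 had an unadjusted p-value under 0.05. Without single pigs the median lay between -0.89 and -0.52 and the adjusted p-value between 0.000111 and 0.0551, with 0.0551 without obese pig-524 and 0.0521 without lean pig-525. FOS, its most abundant gene, went from 431 to 184 FPKM. The paper names FOS, JUN, MYC, ATF3 and NFKBIA of this list as transcription factors. A candidate explanation is that the stress of collagenase digestion weighed more on the cells of lean pigs, and the direction in every fit without one pig goes with it. The call does not hold under fry (adjusted p = 0.506) or with the estimated correlation (0.621), and a difference in these factors before digestion was not tested.

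All 74 ribosomal protein genes tested were lower in obese pigs, with a median log2 fold change of -0.51 (camera, adjusted p = 4.94e-20, between 3.28e-24 and 1.17e-14 without single pigs). Of these genes 53 had an unadjusted p-value under 0.05, and 1 passed the threshold adjusted over the list alone, against 0 over all genes tested. RPS20, the most abundant, went from 2296 to 1695 FPKM. After quantile normalization the median was -0.25. The adjusted p-value was 0.111 with fry and 0.621 with the estimated correlation. The paper's RT-qPCR used one of these genes, RPL4, as a reference gene for its stability, and its log2 fold change over pigs was -0.39 (limma adjusted p = 0.223). RPS29, whose locus carries no name in the tables and is not in the list, was tested by the paper's RT-qPCR with a fold change of -1.09 (p = 0.452) relative to RPL4 and TBP. Over pigs its log2 fold change was -0.45 (limma adjusted p = 0.341). Transcripts of this list are short and abundant, and neither the recovery of short transcripts nor a biological explanation was tested.

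The list of fibroblasts and preadipocytes had a median log2 fold change of -0.49, with 14 of 18 genes lower in obese pigs (camera, adjusted p = 0.0400). RNA of other cell types in the preparations is a possible explanation that these data leave open. Too few genes of the endothelial and mesothelial lists were found by name at a mean FPKM of 1 for a test. A marker that was not found may lack a named entry, so this does not show that it was not expressed. The lists of mural cells (3 genes) and of macrophages and leukocytes (5 genes) had camera adjusted p-values of 0.517 and 0.381. The adjusted p-value of the fibroblast list ranged from 1.29e-05 without lean pig-413 to 0.237 without lean pig-402, and was 0.506 with fry. Among the fits that each left out one pig, it was under 0.05 only without lean pig-413 or obese pig-433. SPARC, its most abundant gene, had 464 FPKM in lean pigs and a log2 fold change of 0.07. Of the list, 18 loci reach a mean FPKM of 1 in these libraries. Adjusted over the list alone 1 gene passed the threshold, against 0 over all genes tested. Cells of this type in the preparation and lower expression within the adipocytes cannot be told apart, because both lower the same genes.

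Fatty acid synthesis genes were higher in obese pigs by a median log2 fold change of 0.43, 11 of 12 in this direction (camera, adjusted p = 0.0299, between 0.00583 and 0.176 without single pigs). The value of 0.176 came without lean pig-413, where the median was 0.15. ELOVL6 was the most abundant, with 2567 FPKM in lean and 3063 FPKM in obese pigs. Oxidative phosphorylation genes had a median log2 fold change of -0.085, with 60 of 84 lower in obese pigs (camera, adjusted p = 0.0299, between 0.000519 and 0.347 without single pigs). After quantile normalization their median was 0.01, while the direction given by camera was still down (adjusted p = 0.748). NDUFA4 went from 946 to 847 FPKM. Neither call holds under fry or with the estimated correlation. In both lists 0 genes passed the threshold, adjusted over the list alone or over all genes tested. No technical explanation of these lists was tested.

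An RRBS region of 10 CpGs on chromosome 14, from 40202663 to 40202735, had the largest difference in the authors' deposited table for at least 5 pigs per group, with 34.8% methylation in obese and 80.0% in lean pigs, a difference of -45.3 points. It lies 8475 bases from TBX5, which the paper does not discuss, and was named after its values were seen. The q-value in the authors' deposited table was 4e-13. A hypo-methylated region near SIX2 followed with -40.5 points in the authors' deposited table. Without values per animal, neither a sequence variant at these CpGs nor a biological explanation was tested.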

How the results depend on the processing

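Apart from the choices marked as made after the values were seen, the alternatives were fixed before the data were examined. The count of differentially expressed genes over pigs was 1 with a pseudocount of 0.1, quantile normalization, the first library of pig-572, eBayes without trend and a minimum fold change. It was 5 of 19589 genes without a filter, 10 with the second library of pig-572, 177 with the libraries of pig-572 as separate replicates, and 0 without scaling, where 1396 genes had an unadjusted p-value under 0.05. It ranged from 1 to 164 across the 10 fits that each left out one pig, with 164 without lean pig-402 and 2 without lean pig-407, obese pig-529 or lean pig-577. Counting the libraries of pig-572 as separate raises the number of replicates by construction. For the other settings the cause was not tested.

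For the 45 named loci, 784 of 810 log2 fold changes kept their direction and their side of the threshold. In 13 cases, from 8 loci, the gene passed the threshold, and in 1 case it no longer did, C10ORF46 without scaling. The direction was reversed in 12 cases from 5 loci, and the cause was not tested. PNPLA2 was at 0.020 after quantile normalization and at 0.015 with the second library of pig-572, and between -0.19 and 0.058 without single pigs. GNAS was at 0.047 after quantile normalization. Without single pigs, LPIN1 lay between -0.24 and 0.010, MTOR between -0.00048 and 0.13 and the SNORD116 copy ENSSSCG00000027296 between -0.0086 and 0.74. MTOR changed sign without lean pig-525 and this SNORD116 copy without obese pig-433. LPIN1 changed sign without lean pig-407, obese pig-473 or obese pig-524, and PNPLA2 without obese pig-524, obese pig-529, obese pig-572 or lean pig-577. Of the RT-qPCR genes in the test, between 28 and 30 had the sign of the paper's RT-qPCR value in every setting.

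The lists depended most on the correlation between genes. With the estimated correlation the adjusted p-value was 0.621 for every list, and with fry it was 0.111 for the ribosomal proteins and 0.506 for the dissociation, fibroblast, fatty acid and oxidative phosphorylation lists, so that none passed the threshold. After quantile normalization the adjusted p-value was 0.0706 for fibroblasts, 0.748 for oxidative phosphorylation and 0.0193 for adipocytes, the last now past the threshold. With the libraries of pig-572 as separate replicates it was 0.111 for oxidative phosphorylation. Across the fits that each left out one pig, it went from 0.000111 to 0.0551 for dissociation, from 1.29e-05 to 0.237 for fibroblasts, from 0.00583 to 0.176 for fatty acid synthesis, from 0.000519 to 0.347 for oxidative phosphorylation, from 0.0466 to 0.717 for macrophages and leukocytes and from 0.0346 to 0.923 for cholesterol synthesis. The macrophage list passed the threshold without lean pig-413 and the cholesterol list without lean pig-525. The cause was not tested.

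A q-value under 0.01 left 641 genes in the authors' deposited table of cuffdiff. For mDNAcap, a change of at least 1.5-fold moved the hypo-methylated share in the authors' deposited table to 86.8%. The RRBS count in the authors' deposited table was 87 at a q-value under 0.05, 35 at a difference of at least 20.0 points, 48 with at least 15 CpGs and 2322 with 3 pigs per group, and the hypo-methylated shares were 26.4%, 22.9%, 18.8% and 37.5%. Stricter thresholds retain fewer regions by construction, and the cause of the change in the share was not tested. Over the animals, 2918 mDNAcap regions passed the threshold after scaling by the median of ratios (27.2% hypo-methylated) and 2058 among regions with a mean count of at least 20 (33.9%). Chosen after the values were seen, scaling by the mean read count per bin gave 3192 (34.4%). The mean read count per bin over the constant as covariate, also chosen then, gave 0, with 3660 at an unadjusted p-value under 0.05. The cause was not tested for the median of ratios.

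The difference between hyper- and hypo-methylated RRBS regions in the share on gene loci was reversed under stricter thresholds, at -14.4 points over 35 regions (Fisher's exact test, p = 0.691), and the cause was not tested. For mDNAcap it kept its direction and its side of the threshold in all 3 alternatives. Regions of the assays within 1000 bases numbered 38, and with 3 pigs per group 89 overlapped, both wider by construction. The number of differentially expressed genes nearest to a region was 182 when an overlap was required, 49 with RRBS regions only and 0 with the gene past the threshold over pigs, where 394 of the 2131 genes at an unadjusted p-value under 0.05 were nearest to one. For these 2131 genes, a set chosen after the values were seen, the odds ratio was 1.05 and no longer past the threshold. With the gene past the threshold over pigs it was 0, which decides nothing, because that set holds 1 gene. The odds ratio kept its direction and its side of the threshold with an overlap, with genes within 10000 bases, with the regions of either assay alone and within bins of locus length.

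No paired analysis was possible because the lean and the obese animals are different pigs that no label matches to each other. An alternative on the coverage minimum of RRBS was not run, since no table gives the coverage. The missing read depth also leaves the precision of the RRBS values and of genes with few reads unknown.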

Differences from the paper's values

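Over pigs, 1 gene was differentially expressed with limma, 0 lower and 1 higher in obese pigs, where 2131 had an unadjusted p-value under 0.05, against the paper's 1205 genes, of which the paper's 708 were lower and the paper's 497 higher. None of the alternatives set before the data were examined closed the gap. The highest count was 177, with 96 higher and 81 lower, with the libraries of pig-572 as separate replicates. The authors' deposited table of cuffdiff holds 1155 called genes.

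The RRBS comparison gave 582 regions in the authors' deposited table, and with the 2D Kolmogorov-Smirnov p-value 575, 191 hypo- and 384 hyper-methylated, in the authors' deposited table. The paper's total is also 575, with the paper's 182 hypo- and the paper's 393 hyper-methylated, which is the number of entries in its supplementary table, where 8 regions are listed with more than 1 gene and 567 are distinct.

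The number of genes nearest to regions of both assays was 280, against the paper's 173. Of the alternatives set before the data were examined, requiring the region to overlap the locus gave 91 and did not close the gap.

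The fold changes over pigs come from log2 of FPKM plus 1, which draws genes of low FPKM towards 1, while the paper's are ratios of FPKM. A gap is called closed where the log2 values differ by no more than the standard error of the fold change over pigs, which is wide for COL6A1 at 0.42 and narrow for NPEPL1 at 0.080. The fold change of TBC1D16 over pigs was 1.45 against the paper's 1.71. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 1.72 and leaving out lean pig-407 gave 1.54, and these closed the gap, while the others did not. For NPEPL1 it was 1.34 against the paper's 1.57, and none of the alternatives set before the data were examined closed the gap. The lowest of them was 1.30 with the first library of pig-572, and the highest, with a pseudocount of 0.1, was 0.49 on the log2 scale. For SYNE1 it was 2.02 against the paper's 2.36. The gap was closed by a pseudocount of 0.1 with 2.50 and by leaving out lean pig-402 with 2.19, and by no other alternative set before the data were examined. For COL6A1 it was -1.66 against the paper's -2.50. A pseudocount of 0.1 (-1.98), leaving out lean pig-413 (-1.98) and leaving out obese pig-433 (-1.95) came within the standard error and left most of the distance open, and the other alternatives set before the data were examined did not. As ratios of the mean FPKM, computed after the values were seen, the fold changes over pigs were 1.69 for TBC1D16, 1.42 for NPEPL1, 2.44 for SYNE1 and -2.30 for COL6A1. The authors' deposited table of cuffdiff gives a fold change of 1.71 for TBC1D16, of 1.57 for NPEPL1, of 2.50 for SYNE1 and of -2.50 for COL6A1.

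The SNORD116 copy with the highest FPKM (ENSSSCG00000029014) had a fold change of 1.53 against the paper's 2.2, which comes from other counts. Quantile normalization gave 2.12 and closed the gap, and the other alternatives set before the data were examined, between 1.42 and 1.68, did not.

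For the TBC1D16 region 22 kb past the 3' end, the difference in the authors' deposited table of RRBS was 12.3 points against the paper's 23. The region beside it differed by 17.7 points in the authors' deposited table. No alternative set before the data were examined applies to this value.

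The paper describes the RT-qPCR genes that differ as going in one direction in both assays. LPIN1 had a log2 fold change of -0.07 over pigs and of -0.06 in the authors' deposited table of cuffdiff, against higher expression in the paper's RT-qPCR. It was 0.01 without lean pig-407, 0.01 without obese pig-473 and 0.01 without obese pig-524. The paper gives TBC1D16 the most regions among its 13 associated genes, whereas 8 regions are listed for MGMT in Supplementary Table S3, and 7 for MGMT against 4 for TBC1D16 when the RRBS regions from 3 pigs per group are not counted. The paper ranks the SOCS4 region first among the RRBS regions. Its p-value in the authors' deposited table was shared by 3 regions, and 29 regions had a smaller q-value. Over the SNORD116 copies 3 hyper-methylated regions were found, where the paper counts one more. The region from 157999601 to 158003100 overlaps the copies ENSSSCG00000025061 and ENSSSCG00000029014. Counted once for each copy, the hyper-methylated regions number 4, and whether the paper counted in this way is not known. The number that the paper gives for mDNAcap regions on genes equals the number of gene loci overlapped here, 2207, whereas 3130 regions overlapped a locus. Supplementary Table S4 lists CEBPA as lower in obese pigs, and its log2 fold change was 0.65 over pigs and 0.67 in the authors' deposited table of cuffdiff.

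Genes that the paper calls differentially expressed and that did not pass the threshold over pigs did so in single settings. Without lean pig-402, the adjusted p-value was 0.0453 for HLCS, 0.0493 for NPEPL1, 0.0391 for SYNE1, 0.0426 for LEP, 0.0493 for INPPL1 and 0.0426 for MOCOS (ENSSSCG00000026522). With the libraries of pig-572 as separate replicates, it was 0.0459 for NPEPL1, 0.0297 for SYNE1, 0.0345 for LEP, 0.0452 for INPPL1, 0.0345 for each MOCOS locus and 0.0488 for ZEB1.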

Other observations

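The scaling by the mean read count per bin and the correlations with this count over the constant were tests chosen only after the skew of the mDNAcap regions was seen.

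The authors' deposited table of cuffdiff called 1155 genes, and limma over pigs called 1. Of the 883 called genes in both, 73.8% had an unadjusted p-value under 0.05 over pigs, a share slightly under the limit set beforehand. Their median coefficient of variation between pigs was 0.344, against 0.173 for the other genes. A larger spread between pigs than the model of cuffdiff allowed for is a candidate explanation of the gap. The pig with 2 libraries is another. The means in the authors' deposited table lie above those over the pigs by a median log2 ratio of 1.58 in obese and 1.59 in lean pigs, an offset of unknown origin. Once the libraries are scaled and the median offset is removed, the obese means in the authors' deposited table lie within 0.01 on the log2 scale of those over all 6 obese libraries for 54.7% of genes, and for 15.5% and 15.3% with one library of pig-572 left out. Both libraries thus appear to have entered that comparison, and with the libraries of pig-572 as separate replicates limma called 177 genes. The shares of these explanations in the gap were not separated. The adjustment over all genes adds to it, since the median adjusted p-value of the called genes was 0.181.

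The limma test over 11 against 11 animals called 7118 of the 7400 mDNAcap regions, and of 100 splits of the animals 1, the real one, gave as many. The next highest split gave 6856 regions, while most splits gave 0. The regions had been selected on the real split, so this share decides nothing, and an arbitrary split and a difference with obesity cannot be told apart by it. The G-test of the authors pools the reads of the animals. With equal group means, random splits gave a median of 5363 windows at a p-value under 0.0001 among the 263723 windows of the adjustment, which is 72.5% of the number of regions called. The pooling of reads may thus account for much of the number of regions, with the reservation that the spread was measured in the called regions and that neighbouring windows merge into one region.

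Hypo-methylated regions were more frequent than hyper-methylated ones in the mDNAcap comparison. Scaled by the mean read count per bin, 1099 hypo-methylated and 2093 hyper-methylated regions passed the threshold, 3108 of them shared with the regions called without this scaling. The skew past the threshold may therefore come from the scaling of the libraries, and a lower background in obese pigs would be the other reading of the same counts. In direction, 5202 of all 7400 regions were lower in obese pigs with this scaling, 5199 when scaled by the median of ratios and 5239 without either. The regions had been selected without these scalings, so in direction the scaling and a difference in methylation cannot be told apart. A difference in the enrichment of methylated DNA was tested within the groups, over 11 animals each and 6 relations. In obese animals the mean read count per bin over the constant rose with the hypo-methylated regions (r = 0.868, rho = 0.855, permutation p = 0.0001, adjusted p = 0.0003, r = 0.844 without the 2 farthest animals). It fell with the hyper-methylated ones (r = -0.760, rho = -0.800, permutation p = 0.00154, adjusted p = 0.00231, r = -0.721 without 2). In lean animals these were r = 0.698 (rho = 0.700, permutation p = 0.0154, adjusted p = 0.0185, r = 0.392 without 2) and r = -0.336 (rho = -0.345, permutation p = 0.310, adjusted p = 0.310, r = 0.0939 without 2). Hyper- and hypo-methylated regions ran against each other in both groups, with r = -0.954 in obese (rho = -0.991, permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 6e-05, r = -0.923 without 2) and r = -0.870 in lean animals (rho = -0.836, permutation p = 0.00069, adjusted p = 0.00138, r = -0.752 without 2). Whether the groups differ in these relations was not tested. Enrichment and methylation cannot be told apart here, because the relation of the hyper-methylated regions with the background was not detectable in the lean animals and the constants of the libraries enter both sides.

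That hyper-methylated mDNAcap regions lie on genes more often was not explained by their higher read counts, since the odds ratio within bins of the count was 2.68. Likewise, the share of called genes nearest to a region was not explained by gene length alone, with an odds ratio of 1.21 within bins of locus length. Other properties of the sequence, such as CpG density, were not tested.

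The mDNAcap region near IDS on chromosome X had a coefficient of variation between animals of 0.608, against a median of 0.254 for autosomal regions of similar count. Of 101 regions on X, 44 (43.6%) lay above the 95th percentile of autosomal regions, where 5.09% of the 7069 autosomal regions did. The sex of the animals, with 4 females and 7 males among the obese and 3 and 8 among the lean pigs of the comparison, is a candidate explanation of this spread. The counts stand without the names of the animals beside them, and the sexes were not compared.

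The remaining lists did not pass the threshold at the preset correlation. Adipocyte genes had a median log2 fold change of 0.11 (camera, adjusted p = 0.168), with CD36 at 1380 FPKM in lean and 1148 FPKM in obese pigs, and 2 genes of this list, which holds LEP, PNPLA2 and CEBPA that the paper names, passed the threshold adjusted over the list alone. Cholesterol synthesis had a median of 0.20 (adjusted p = 0.247), with IDI1 at 103 FPKM in lean and 137 FPKM in obese pigs. Mural genes had 0.18 (adjusted p = 0.517), and of these TAGLN was the most abundant. For macrophages and leukocytes C1QC had 5.85 FPKM in lean and 5.15 FPKM in obese pigs. In these 3 lists other than the adipocyte list, 0 genes passed the threshold adjusted over the list alone, and over all genes tested 0 genes of the 4 lists did. No explanation of these lists was tested.

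Some genes are named by the paper for correlations with traits of the animals, which were not analysed here. Their log2 fold changes over pigs were 0.55 for INPPL1 (limma adjusted p = 0.0974), 0.80 and 0.34 for the loci of RNF10 (0.0945 and 0.262), 0.89 and 0.92 for those of MOCOS (0.0849 each), -0.24 for SP1 (0.321), -0.56 and -0.28 for those of EBF2 (0.131 and 0.206), 0.92 for LITAF (0.224) and -0.62 for ISLR (0.223). NFKBIA had -1.47 (0.192). The genes overlapped by the most mDNAcap regions were GMDS with 15 and TRAPPC9 and VAV2 with 12 each, named after their values were seen.

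In simulated data, the test over the animals found 115 of 200 mDNAcap regions raised by a factor of 2 (57.5%), and a fit of 7000 simulated regions found 199 of 200 (99.5%) at a larger change, a median log2 fold change of 1.98.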
